# m^6^Am-seq reveals the dynamic m^6^Am methylation in the human transcriptome

**DOI:** 10.1038/s41467-021-25105-5

**Published:** 2021-08-06

**Authors:** Hanxiao Sun, Kai Li, Xiaoting Zhang, Jun’e Liu, Meiling Zhang, Haowei Meng, Chengqi Yi

**Keywords:** RNA, RNA sequencing, Methylation

## Abstract

N^6^,2′-*O*-dimethyladenosine (m^6^Am), a terminal modification adjacent to the mRNA cap, is a newly discovered reversible RNA modification. Yet, a specific and sensitive tool to directly map transcriptome-wide m^6^Am is lacking. Here, we report m^6^Am-seq, based on selective in vitro demethylation and RNA immunoprecipitation. m^6^Am-seq directly distinguishes m^6^Am and 5′-UTR N^6^-methyladenosine (m^6^A) and enables the identification of m^6^Am at single-base resolution and 5′-UTR m^6^A in the human transcriptome. Using m^6^Am-seq, we also find that m^6^Am and 5′-UTR m^6^A respond dynamically to stimuli, and identify key functional methylation sites that may facilitate cellular stress response. Collectively, m^6^Am-seq reveals the high-confidence m^6^Am and 5′-UTR m^6^A methylome and provides a robust tool for functional studies of the two epitranscriptomic marks.

## Abstract (web summary)

m^6^Am is a dynamic and reversible RNA modification found on the mRNA cap. Here the authors report m^6^Am-seq to directly distinguish m^6^Am from m^6^A and identify functional methylation sites.

## Introduction

More than 160 different chemical modifications have been found so far^1^. N^6^-methyladenosine (m^6^A) is the most abundant internal modification on mRNA and lncRNA in eukaryotes^2–4^. In addition to m^6^A, there exists another reversible modification in higher eukaryotes, called N^6^, 2′-*O*-dimethyladenosine (m^6^Am), which is precisely located at the first transcribed nucleotide and hence adjacent to the cap structure of mRNA^5,6^. A total of 50–80% of adenosine-starting mammalian mRNAs are believed to be m^6^Am modified^6^. It is catalyzed by PCIF1^7–10^, a protein that interacts with the phosphorylated CTD of RNAPII^11^, and could be removed by the m^6^A demethylase FTO^12,13^. Thus, m^6^Am is dynamically regulated by FTO and PCIF1, leading to the direction of the cap epitranscriptomics.

The development of transcriptome-wide sequencing technologies for various RNA modifications has greatly facilitated the field of epitranscriptomics^14^. The most widely used method for m^6^Am/m^6^A mapping relies on m^6^A antibodies, which do not discriminate between the two functionally distinct modifications^15,16^. While m^6^A is enriched around the stop codon, it is challenging to distinguish m^6^Am from 5′-UTR m^6^A, which constitutes a significant part of m^6^A methylome and has been shown to be functionally important in various biological processes^17–19^. There have been efforts aiming to distinguish the two modifications^8–10,20,21^; yet they suffer from the low efficiency of UV crosslinking, the inaccuracy of TSS annotation, and the limited activity of 5′ exonuclease, thus compromising the sensitivity and precision of m^6^Am detection. While the use of PCIF1 knockout (KO) cell lines has improved the confidence of m^6^Am detection^9,10^, it is an indirect approach and is incompatible for epitranscriptome analysis in human tissues and biological samples where genetic manipulation is challenging. Thus, a sensitive and direct method for transcriptome-wide m^6^Am identification is highly desired.

Here, we develop m^6^Am-seq to investigate the prevalence, topology, and dynamics of m^6^Am in the human transcriptome. m^6^Am-seq relies on an in vitro demethylation reaction that selectively removes m^6^Am while keeps m^6^A intact, thereby discriminating genuine m^6^Am at the mRNA cap and 5′-UTR m^6^A. Using m^6^Am-seq, we identify 2166 m^6^Am sites at base resolution from 1652 peaks and 1307 5′-UTR m^6^A peaks throughout the human transcriptome. Moreover, we show that m^6^Am and 5′-UTR m^6^A respond dynamically to heat shock and hypoxia conditions, and identify hundreds of stress-induced m^6^Am and 5′-UTR m^6^A peaks that could mediate adaptive response to the stressors. Altogether, we provide a tool to directly and selectively distinguish and profile m^6^Am and 5′-UTR m^6^A; we anticipate that m^6^Am-seq will pave the way for future functional studies of m^6^Am in various biological systems.

## Results

### A selective demethylation reaction to distinguish m^6^Am and m^6^A

m^6^Am-seq utilizes a selective demethylation reaction to achieve specific and sensitive detection of m^6^Am. While both m^6^Am and m^6^A are recognized by antibodies, we envisioned that the unique cap-adjacent structural context of m^6^Am could be selectively read out in vitro by demethylase (Supplementary Fig. 1a). To this end, we tested ALKBH5 and FTO, two known RNA demethylases^22,23^. We found that ALKBH5 does not act on m^6^Am, consistent with previous biochemical data^13^. However, it does not demethylate m^6^A to completion (~80%, Supplementary Fig. 1b), complicating subsequent analysis. In contrast, FTO prefers m^6^Am but demethylates both modifications with high efficiency (>98% and ~60% for m^6^Am and m^6^A, respectively), under recommended conditions from literature^13^ (Supplementary Fig. 1c).

Neither of the demethylation reactions would be good enough to distinguish m^6^Am and m^6^A in their present forms. The ideal condition would remove one modification to completion while leaving another intact. FTO and ALKBH5 are Fe(II)/2-KG-dependent dioxygenases, whose in vitro demethylation activity is promoted by l-ascorbic acid^22,23^. As a reducing agent, it is capable of reducing redox-active metals such as iron, thereby increasing the pro-oxidant chemistry of these metals^24^. We thus hypothesized that by omitting l-ascorbic acid from our conditions, we might be able to modulate the in vitro activity of FTO so that it only acts on the preferred, cap-adjacent m^6^Am but not the internal m^6^A. To our delight, after removing l-ascorbic acid and further optimizing the demethylation conditions, >95% of m^6^Am was removed without significantly affecting the m^6^A level (Fig. 1c). We further verified the selectivity of our demethylation condition using a dually modified probe containing both cap m^6^Am and internal m^6^A, which were 76 nt apart from each other (Supplementary Fig. 1d). Thus, we identified a demethylation reaction that is specific for m^6^Am.

**Fig. 1:**
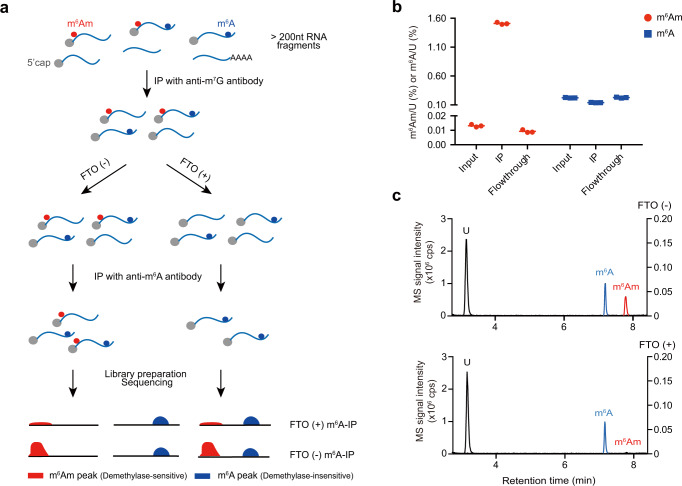
m^6^Am-seq combines RNA immunoprecipitation with an optimized demethylation reaction to enrich and distinguish m^6^Am and 5′-UTR m^6^A. **a** Scheme of m^6^Am-seq. Total RNA (>200 nt) was fragmented (input) and immunoprecipitated with cap-m^7^G antibody (m^7^G-IP). The cap structure-containing RNA was subjected to [FTO (+)] or [FTO (−)] treatment. The [FTO (+)] or [FTO (−)] samples were immunoprecipitated with an m^6^A antibody and sequenced for m^6^Am detection. The sequencing profiles of the [FTO (+) m^6^A-IP] and [FTO (−) m^6^A-IP] samples were normalized and compared. The “Demethylase-sensitive peaks” and “Demethylase-insensitive peaks” were identified. The demethylase-sensitive peaks bear the m^6^Am, while the demethylase-insensitive peaks bear the m^6^A (Online Methods). **b** The m^6^Am and m^6^A levels of input, m^7^G-IP, and flowthrough samples were quantified by LC–MS/MS, respectively. m^6^Am was significantly enriched (>100 fold) by cap-m^7^G antibody while m^6^A level decreased mildly. Values represent mean ± SD (*n* = 3 independent samples in “Input”, “IP” and “Flowthrough” respectively). **c** The m^6^Am and m^6^A levels of [FTO (+)] and [FTO (−)] samples were quantified by LC–MS/MS, respectively. >95% m^6^Am was demethylated and m^6^A was negligibly altered under optimized demethylation conditions. The chromatograms of U (black) and m^6^Am (red) are scaled to the left *Y* axis, and the chromatograms of m^6^A (blue) are scaled to the right *Y* axis. Source data are provided as a Source Data file.

### m^6^Am-seq directly detects m^6^Am

To map the m^6^Am in the human transcriptome, we developed m^6^Am-seq, which combines the selective demethylation reaction with RNA immunoprecipitation (Fig. 1). Two key RNA immunoprecipitation procedures are utilized, which are a cap-m^7^G IP and an m^6^A IP step. Because the global m^6^A level is around 20-fold higher than that of m^6^Am in total RNA (Supplementary Fig. 1e), and the vast majority of m^6^Am is localized in mRNA cap (Supplementary Fig. 1f), we used the cap-m^7^G IP step to enrich for m^6^Am and deplete m^6^A that is mostly found in the 3′-UTR. As expected, immunoprecipitation with a cap-m^7^G antibody for fragmented RNA resulted in more than 100-fold enrichment of m^6^Am and a simultaneous 2-fold reduction of m^6^A (Fig. 1b). Moreover, ~90% of peaks are located at and near 5′-UTR, suggesting 5′-end of mRNAs were successfully and specifically enriched using size selected total RNA (>200 nt) as input, without the prerequisite to purify mRNA (Supplementary Fig. 2a).

The immunoprecipitated RNA was then subjected to the selective demethylation reaction or mock treatment, which was followed by the second IP step utilizing an m^6^A antibody (Fig. 1a). The FTO (−) sample would contain both m^6^Am and 5′-UTR m^6^A signals, while the FTO (+) sample would contain only m^6^A. By comparing the methylome profiles of the two samples, we were able to detect m^6^Am, which is sensitive to demethylase treatment, from 5′-UTR m^6^A, which is insensitive and conserved in the two samples. Indeed, we observed a bimodal-like distribution of fold change of peak intensity: peaks on the right side experienced reduced intensity upon demethylase treatment, suggesting they are demethylase-sensitive m^6^Am modification; while peaks on the left were not significantly altered or even slightly increased, suggesting they are retained 5′-UTR m^6^A peaks (Supplementary Fig. 2b, c). Thus, m^6^Am-seq selectively distinguishes the two modifications.

### m^6^Am-seq detects transcriptome-wide m^6^Am and 5′-UTR m^6^A

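HEK293T is a human embryonic kidney cell line. From wild-type cells, 2 FTO (−) m6A-IP libraries, 2 FTO (+) m6A-IP libraries, 2 m7G-IP libraries and 2 input libraries were mapped by their labels, and from PCIF1-KO cells, which lack the m6Am methyltransferase, 1 library of each of these kinds. The m7G-IP selects capped 5′ ends, and FTO is the demethylase that separates the FTO (+) from the FTO (−) samples. The authors aligned the reads to hg19 and called peaks with exomePeak and MACS2. They called a peak m6Am where its signal in the FTO (−) sample was more than 2-fold that in the FTO (+) sample, and deposited one list for the wild-type cells. Each line of that list holds the outer span of a peak, introns included, and for all but 5 peaks a gene name, with no strand, score or replicate. The depth behind a peak is therefore unknown, and no error between replicates can be given. Intervals given for shares are 95% Wilson intervals over peaks or sites, which cover counting error only. The span of the m6Am peaks had a median length of 1228.5 bp and ranged from 60 to 550637 bp, and 782 of them (47.3%) were at most 1000 bp long. Within the exons of the named gene, the median length was 358 bp. The positions follow GRCh37 numbering from 1, since 224 starts fell on the first base of an annotated exon and 15 did so when shifted by 1 base. The 5′-UTR m6A peaks, the m6Am sites and the PCIF1-dependent peaks were read from the paper's Supplementary Data and Source Data, and genes and transcripts from Gencode release 44 on GRCh37. Overlap was counted from 1 bp of the outer spans.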

We next applied m^6^Am-seq to characterize m^6^Am and 5′-UTR m^6^A methylome in HEK293T cells. We found that m^6^Am-seq results are highly correlated between biological replicates (correlation coefficient = 0.9821, Supplementary Fig. 2d), demonstrating its robustness. 

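The deposited list for HEK293T cells holds 1652 m6Am peaks with 1611 distinct gene names. Of these names, 34 have more than one peak, and 5 peaks have no name. Merging overlapping spans left 1628 m6Am peaks. The paper's list of 5′-UTR m6A peaks holds 1307 spans with 1263 distinct names, and 49 names are in both lists. Of the m6Am peaks, 39 (2.36%, interval 1.73 to 3.21%) overlapped a 5′-UTR m6A peak. Under an overlap of at least 50% of both spans, 0.303% of them did. The GGACH motif was counted on the transcribed strand in the exonic part of each peak. It occurred 4.93 ± 4.04 times per kb (SD over 1178 peaks) in the 5′-UTR m6A peaks. In the m6Am peaks, it occurred 3.60 ± 3.36 times per kb (SD over 1552 peaks). The means differed (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest these resamples can give). With all peaks pooled, the densities lay closer together, at 3.94 per kb for m6A and 3.33 per kb for m6Am, and were not tested. The 5′ end of the span lay a median of 15 bp from the nearest annotated TSS for the 1558 m6Am peaks in a Gencode gene of that name and 21 bp for the 1183 such m6A peaks. It lay within 100 bp of a TSS in 82.2% of the m6Am peaks (interval 80.2 to 84.0%) and in 79.1% of the m6A peaks (interval 76.7 to 81.3%), a difference that was not tested.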

We identified 1652 and 1307 high-confidence m^6^Am and 5′-UTR m^6^A peaks from 1635 and 1297 genes, exhibiting the characteristic BCA (B = C/U/G) and GGACH (H = A/C/U) motif, respectively (Fig. 2a, b and Supplementary Data 1, 2). m^6^Am shows the highest enrichment at annotated TSSs, while the summit of m^6^A is clearly within 5′-UTR; the peak density of m^6^Am is also 3-fold higher than that of 5′-UTR m^6^A, demonstrating that m^6^Am is more concentrated than m^6^A around the TSSs (Supplementary Fig. 3a, b). Representative methylation profiles are shown in Fig. 2c. 

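ATF5 encodes a transcription factor and lies on chromosome 19 from 50431959 to 50437192 (GRCh37, plus strand), with 5 annotated TSSs in Gencode. The deposited m6Am peak spans 50432400 to 50436173 and reaches into the coding sequence. The paper's 5′-UTR m6A peak named ATF5 spans 50412732 to 50432868, so that its outer span begins 19227 bp from the nearest ATF5 TSS and shares its last part with the m6Am peak. A PCIF1-dependent peak spans 50432228 to 50434154. Supplementary Data 3 lists 3 m6Am sites in the m6Am peak, at 50432423, 50432427 and 50432462, each an A in a BCA context. The last of them is at an annotated TSS, in the sequence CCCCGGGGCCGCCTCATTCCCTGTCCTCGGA, where it is the base after 15 flanking bases. The first pair lie 39 and 35 bp upstream of it. All 3 also fall within the outer span of the m6A peak. The deposited heat shock list has an upregulated m6Am span over the same sites, from 50431959 to 50434035. It is under the name NUP62, with a ratio of 2.43 in the authors' deposited table. The lists give no isoform or strand for a peak. Whether each of these spans belongs to ATF5 or to another gene therefore cannot be told from them.

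**Figure D1:**
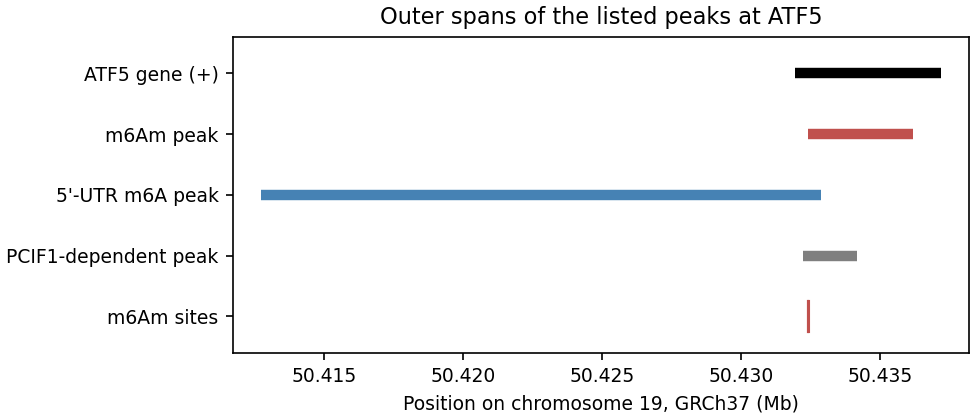
Map of the ATF5 region on chromosome 19 (x axis, GRCh37 position in Mb). Bars are the outer spans, introns included, of the gene, the m6Am peak, the 5′-UTR m6A peak and the PCIF1-dependent peak, and the vertical marks at the bottom are the 3 listed m6Am sites, which lie where the m6Am and m6A spans overlap.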

In one example, the *ATF5* gene has multiple isoforms with distinct TSS and alternative first exons; we observed m^6^Am modification for one transcript and 5′-UTR m^6^A for another transcript (Fig. 2c), suggesting differential cis-regulatory elements in regulating the epitranscriptomic status of different transcripts from the same gene. Gene ontology (GO) terms analysis showed that transcripts containing m^6^Am and 5′-UTR m^6^A are most strongly enriched in cell cycle and RNA metabolism, respectively, suggesting their differential functions (Supplementary Fig. 3c, d).

**Fig. 2:**
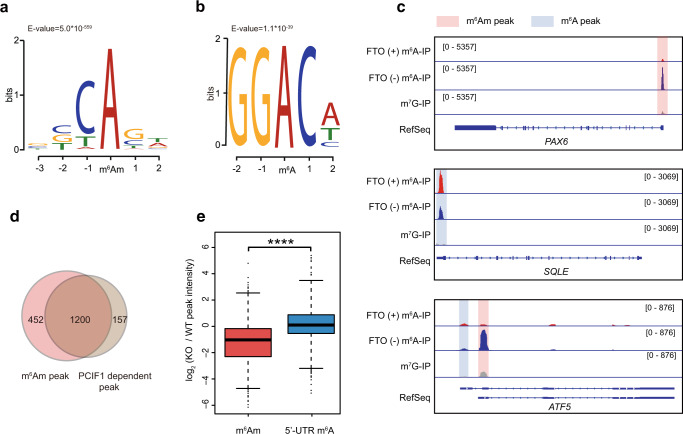
m^6^Am-seq uncovers the high-confidence m^6^Am and 5′-UTR m^6^A methylation in the human transcriptome. Motif analysis of m^6^Am peaks (**a**) and 5′-UTR m^6^A peaks (**b**) identified by m^6^Am-seq. **c** Representative views of typical m^6^Am peaks and 5′-UTR m^6^A peaks on mRNA. The methylation peak in the 5′-UTR of *PAX6* was lost in “FTO (+) m^6^A-IP” samples, suggesting a demethylase-sensitive m^6^Am modification (top); the methylation peak in the 5′-UTR of *SQLE* retained well in “FTO (+) m^6^A-IP” samples, suggesting a demethylase-insensitive m^6^A modification (middle); while multiple isoforms of *ATF5* were differentially marked by m^6^Am and 5′-UTR m^6^A (bottom). Pink and blue background colors denote m^6^Am and m^6^A signals, respectively. **d** Venn diagram showing the overlap between m^6^Am peaks identified directly by m^6^Am-seq and m^6^Am peaks identified indirectly by m^6^A IP using PCIF1-KO samples. **e** Boxplot showing that the peak intensity of m^6^Am (red, *n* = 1652), but not that of m^6^A (blue, *n* = 1307), was significantly reduced upon PCIF1 depletion. Statistical significance of the difference was determined by unpaired two-sided Mann–Whitney *U*-test. ****P < 2.2e^−16^. Boxes represent 25th–75th percentile (line at median) with whiskers at 1.5*IQR. Source data are provided as a Source Data file.

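PAX6, a transcription factor gene, lies on chromosome 11 from 31806327 to 31839509 (GRCh37, minus strand). Its m6Am peak in the deposited list spans 31832398 to 31839509, touches no coding sequence and has the same start and end as a PCIF1-dependent peak. No 5′-UTR m6A peak overlapped it. Supplementary Data 3 places an m6Am site at 31832666, at an annotated TSS in a GCA context (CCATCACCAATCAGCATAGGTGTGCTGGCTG, the site being the base after 15 flanking bases), and another at 31833725, 6 bp downstream of a TSS in a TTA context, which is not BCA. The SQLE peak is not analysed here.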

To further demonstrate the accuracy of m^6^Am-seq, we applied standard m^6^A IP experiments to PCIF1-KO HEK293T cells. 

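PCIF1 is the enzyme that adds the methyl group of m6Am at the cap. Of the 1652 deposited m6Am peaks, 1200 (72.6%, interval 70.4 to 74.7%) overlapped a PCIF1-dependent peak of the paper's Source Data and 452 did not. Seen from the PCIF1-dependent list, 1191 of its peaks (87.8%, interval 85.9 to 89.4%) overlapped an m6Am peak and 166 did not, since one span can overlap several. Start and end were identical for 380 peaks. The deposit holds 1 PCIF1-KO library of each kind, while the paper's Reporting Summary states at least 2 biological replicates for all experiments, so the number of knockout replicates behind the PCIF1-dependent calls cannot be told from the deposit.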

Based on the reduction of signals compared to WT cells, we detected 1357 PCIF1-dependent peaks; notably, 1200 out of the 1357 peaks were identified by m^6^Am-seq (Fig. 2d and Supplementary Fig. 3e), suggesting the high confidence of m^6^Am-seq. The remaining peaks all exhibited m^6^Am-like property (i.e., sensitive to demethylation) in m^6^Am-seq but were not called due to the stringent cutoff we used. 

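Of the 1307 peaks of the paper's 5′-UTR m6A list, 51 (3.90%, interval 2.98 to 5.09%) overlapped a PCIF1-dependent peak, 68.7 percentage points fewer than of the m6Am peaks (odds ratio 65.4, two-sided Fisher's exact test over peaks). Of these 51, 30 also overlapped an m6Am peak, and 3 had the same start and end as a PCIF1-dependent peak. The peaks are the items counted here and are not replicates. By the paper's methods, PCIF1-dependent peaks come from a comparison of wild-type with PCIF1-KO cells that follows the calling of m6Am peaks in both, so the difference is in part set by how the lists were made.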

On the other hand, 5′-UTR m^6^A peaks identified by m^6^Am-seq were not affected upon PCIF1 depletion (Fig. 2e and Supplementary Fig. 3f), further demonstrating the specificity of m^6^Am-seq. Taken together, these results prove that m^6^Am-seq identifies m^6^Am with high confidence. It is also worth mentioning that m^6^Am-seq is applicable for m^6^Am detection in tissues or cell populations where PCIF1 KD or KO is not feasible.

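The difference between m6Am and 5′-UTR m6A peaks in their overlap with PCIF1-dependent peaks depended on the overlap rule in its size and not in its direction. It was smallest, 22.8 percentage points, when start and end had to be identical (p = 3.5e-100, two-sided Fisher's exact test). With every list cut to spans of at most 1000 bp, 497 of 782 m6Am peaks overlapped a PCIF1-dependent peak of such length. Of the m6A peaks, 11 of 680 did. From the loss of m6Am signal and the retained 5′-UTR m6A signal in PCIF1-KO cells, the paper concludes that m6Am-seq identifies m6Am with high confidence.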

### Comparisons of existing m^6^Am detection methods

We then compared m^6^Am-seq results with m^6^Am-Exo-seq and miCLIP^9,10^. Under normalized sequencing depth, the averaged peak coverage of m^6^Am-seq (~387) was ~4× and 21× higher than that of m^6^Am-Exo-seq (~95) and miCLIP (~18) (Fig. 3a). In addition, m^6^Am peaks by m^6^Am-seq exhibit a strong tendency towards the annotated TSS, in comparison to a modest enrichment within 5′-UTR by miCLIP and m^6^Am-Exo-Seq (Fig. 3b). Thus, m^6^Am-seq outperforms existing methods in m^6^Am detection.

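Of the 1521 m6Am peaks that lie in a Gencode gene of the same name and are shorter than it, 94.3% (interval 93.0 to 95.3%) included an annotated TSS of that gene. When each span was shifted at random within its gene, 27.9% did, a difference of 66.4 percentage points (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest these resamples can give). For the 1153 5′-UTR m6A peaks tested in the same way, the shares were 85.8% (interval 83.6 to 87.7%) and 23.2%. With either end of the span within 100 bp of a TSS as the criterion, the difference for m6Am peaks was 81.0 percentage points. By the paper's methods, both kinds of peak were taken from 5′-UTR peaks that overlap an m7G-IP peak. A place near a TSS was therefore in part built in before this test.

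**Figure D2:**
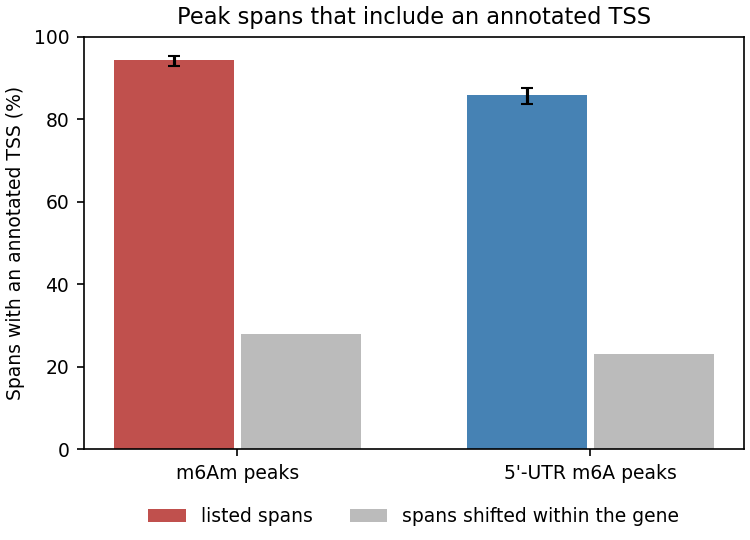
Share of peak spans that include an annotated TSS (y axis, percent) for m6Am and 5′-UTR m6A peaks. Coloured bars are the listed spans with 95% Wilson intervals. Grey bars are the share expected for spans at a random place within their genes, which is 27.9% for m6Am and 23.2% for m6A.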

**Fig. 3:**
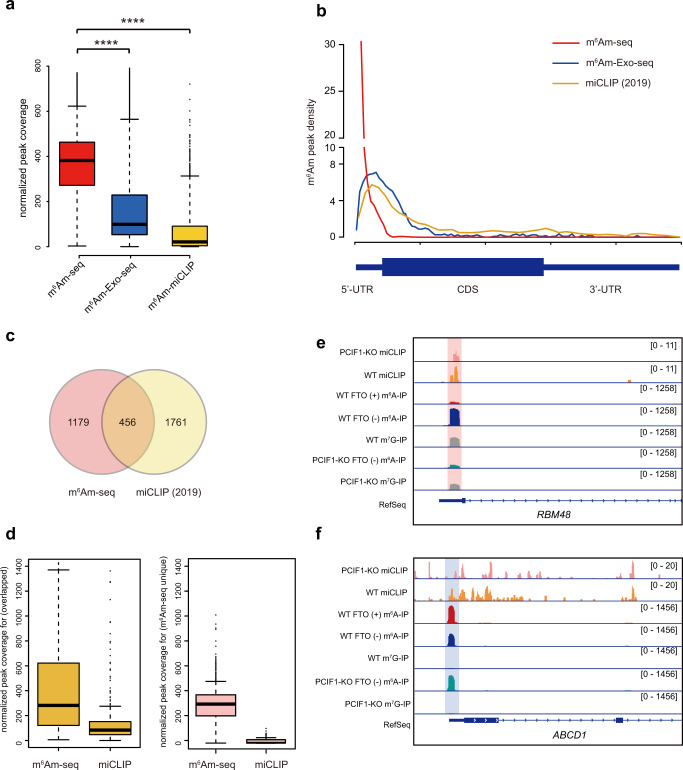
Comparison of m^6^Am methylome detected by m^6^Am-seq and existing m^6^Am detection methods. **a** Boxplot showing that the normalized peak coverage by m^6^Am-seq (red, *n* = 1652), m^6^Am-Exo-seq (blue, *n* = 3169), and miCLIP (yellow, *n* = 2217). Statistical significance of the difference was determined by unpaired two-sided Mann–Whitney *U*-test. ****P < 2.2e^−16^ for m^6^Am-seq vs m^6^Am-Exo-seq, m^6^Am-seq vs miCLIP. Boxes represent 25th–75th percentile (line at the median) with whiskers at 1.5*IQR. **b** Metagene profiles of m^6^Am distribution identified by the three sequencing methods. Each segment was normalized according to its average length in RefSeq annotation. **c** Venn diagram showing the overlap of m^6^Am-marked genes by m^6^Am-seq and by miCLIP. **d** Boxplot showing the normalized peak coverage of shared m^6^Am peaks (yellow, *n* = 456, identified in both m^6^Am-seq and miCLIP) and m^6^Am-seq-unique m^6^Am peaks (pink, *n* = 1179) in the m^6^Am-seq and miCLIP data sets, respectively. Boxes represent 25th–75th percentile (line at the median) with whiskers at 1.5*IQR. **e** An example of m^6^Am (in the *RBM48* gene), which was missed by miCLIP due to its limited sensitivity but is clearly identified by m^6^Am-seq. The m^6^Am peak is lost in PCIF1-KO data sets, further proving the detection confidence of m^6^Am-seq. Pink background color denotes m^6^Am signal. **f** An example of mis-annotated m^6^Am (in the *ABCD1* gene) by miCLIP. This peak is not affected by FTO treatment nor PCIF1-KO, showing that it is a 5′-UTR m^6^A modification. Blue background color denotes m^6^A signal. Source data are provided as a Source Data file.

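RBM48, which encodes an RNA-binding protein, lies on chromosome 7 from 92158087 to 92169795 (GRCh37, plus strand). The deposited m6Am peak spans 92158087 to 92158877, starts at an annotated TSS and reaches into the coding sequence. The PCIF1-dependent peak that overlaps it spans 92158087 to 92158900. Supplementary Data 3 lists an m6Am site at 92158121, at an annotated TSS in a GTA context, and another at 92158137 in a CGA context, 16 bp downstream of a TSS. Neither is BCA. The first site has the sequence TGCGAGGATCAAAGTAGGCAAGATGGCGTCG, with 15 bases on each side.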

Because m^6^Am-seq and miCLIP can both detect m^6^Am and m^6^A, we performed comparisons of the two methods^10,20^ (Fig. 3c and Supplementary Fig. 4a, b). We used the recent miCLIP data relying on PCIF1-KO for detailed comparison^10^. Approximately 21% (456/2217) of m^6^Am marked genes by miCLIP overlap with that of m^6^Am-seq (Fig. 3c). We found that miCLIP data sets showed very low coverage, providing an explanation for the limited sensitivity of miCLIP (Fig. 3d, e). While it is possible that the stringent cutoff of m^6^Am-seq may favor specificity over sensitivity, a significant portion of miCLIP-identified m^6^Am peaks could be mis-annotated and are instead 5′-UTR m^6^A peaks (Fig. 3f).

It was proposed that m^6^Am controls mRNA stability^12^, based on the m^6^Am methylome identified by miCLIP. Given the observation that miCLIP may mis-annotate the two modifications, we compared the expression of m^6^Am-containing genes, which are identified by m^6^Am-seq, in wild-type and PCIF1-KO cells. Different from the previous conclusion^12^, we found that the loss of m^6^Am did not alter the expression of their host mRNA (Supplementary Fig. 4c).

### m^6^Am-seq detects m^6^Am at single-base resolution

Because m^6^Am is the first transcribed nucleotide, one would expect to identify m^6^Am at base resolution by searching for A-starting transcripts (i.e., those showing sudden drop-off of sequencing reads at the 5′ end). However, even when we used a library preparation procedure that preserves the first transcribed nucleotide, we did not observe an enrichment of A nucleotide in the m^6^Am/m^6^A enriched FTO (−) data set (Fig. 4a), suggesting that its TSS location alone is not sufficient to detect m^6^Am sites. Thus, we defined a “start rate difference” score (SRD score) for each nucleotide to quantify sequencing reads beginning from it (see “Methods” section). Application of these metrics immediately resulted in accurate identification of the m^6^Am site in synthetic spike-in RNAs (Supplementary Fig. 5a) and ~95.8% of A nucleotides in the m^6^Am/m^6^A enriched FTO (−) data set (Fig. 4a). 

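The list in Supplementary Data 3 gives each site's position and reference base, and it was read in a shortened form with 1999 lines and 1936 distinct positions. All 1999 listed bases match GRCh37, 1117 as A and 882 as T, which is A on the minus strand. Of these sites, 1959 (98.0%, interval 97.3 to 98.5%) lay inside a deposited m6Am peak. By the paper's methods, only an adenosine inside an m6Am peak could be called a site. The bases and this share were therefore largely set by the calling rule. Counting only spans of at most 1000 bp, 41.9% lay inside a peak, since sites in longer peaks then counted as outside. At least 1 of the sites fell in 1407 of the 1652 m6Am peaks (85.2%, interval 83.4 to 86.8%), with 1 site in 995 peaks and more in 412, up to 5 in one peak. These 1407 peaks carry 1388 gene names. None of the sites outside the m6Am peaks lay in a 5′-UTR m6A peak.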

In total, we identified 2166 m^6^Am sites from 1459 genes (Supplementary Data 3). 

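PRR11, a gene linked to cell cycle progression, lies on chromosome 17 from 57233093 to 57284070 (GRCh37, plus strand) and has 6 annotated TSSs in Gencode. The deposited m6Am peak spans 57232860 to 57262484, with the same start and end as a PCIF1-dependent peak. Its 3 listed sites are at 57233027 (CTA context), 57233029 (ACA) and 57233032 (CCA), so that only the last is BCA. They lie 66, 64 and 61 bp upstream of the nearest annotated TSS. The sequence around the last site is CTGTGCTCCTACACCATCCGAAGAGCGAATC, with 15 bases on each side. LOC101929147 is not analysed here.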

For instance, mRNA-coding gene *PRR11* and a lncRNA *LOC101929147* both have alternative TSSs that start with an A nucleotide, and we showed that all these transcripts are marked by m^6^Am (Fig. 4b and Supplementary Fig. 5b). In addition, while m^6^Am is associated with a BCA motif, our single-base m^6^Am methylome revealed ~34% non-BCA m^6^Am sites (Supplementary Fig. 6a). 

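The 2 bases before each site were read from GRCh37 on the transcribed strand. Of the 1959 listed sites in a deposited m6Am peak, 1279 (65.3%, interval 63.2 to 67.4%) had a BCA context and 680 (34.7%) did not. With each position counted once, 65.8% were BCA. Among all A bases within 50 bases of the sites, 23.2% had a BCA context. The most frequent triplets were CCA (472 sites), GCA (418) and TCA (389), followed by TTA (142) and ACA (134). The base before the A was C in 72.1% of sites and T in 21.3%.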

We found also a weaker signal of GRO-seq and H3K27ac ChIP-seq for the non-BCA m^6^Am sites, but no difference in H3K4me3, H3K4me1, and H3K9me3 signals (Supplementary Fig. 6b–f). Altogether, these data indicate that m^6^Am-seq enables m^6^Am detection at single-base resolution.

**Fig. 4:**
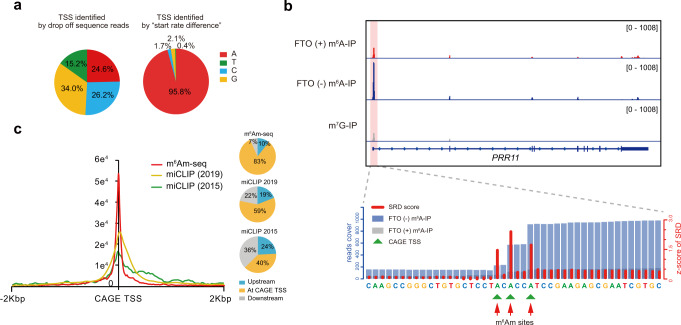
m^6^Am-seq detects m^6^Am methylome at single-base resolution. **a** Nucleotide proportion of TSS identified by the sudden drop-off of sequencing reads (left) and by “start rate difference” (SRD) metrics. **b** A representative view of three single m^6^Am sites on the transcripts of *PRR11*, which were all supported by CAGE data. Three adenosine residues with a high SRD score (red bar) were defined as m^6^Am sites, which overlapped exactly with CAGE sites (green triangles). Each segment was normalized according to its average length in RefSeq annotation. Pink background color denotes m^6^Am signal. **c** A metaplot showing that the vast majority of m^6^Am sites by m^6^Am-seq overlapped with CAGE sites, suggesting that these m^6^Am sites are indeed TSSs. Compared with miCLIP, m^6^Am sites identified by m^6^Am-seq were much closer to the CAGE TSSs. Two miCLIP data sets were used for comparison: an m^6^Am list reported in 2015 ^20^ and an updated m^6^Am list in 2019 ^10^, based on PCIF1-KO. Source data are provided as a Source Data file.

To further characterize the accuracy of the identified m^6^Am sites, we performed the cap-analysis of gene expression (CAGE) experiments and compared the m^6^Am sites with annotated and CAGE-identified TSSs. 

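Each of the 1999 m6Am sites read from Supplementary Data 3 was set against the nearest TSS on its strand in Gencode release 44, which annotates alternative transcripts. Of these sites, 816 (40.8%, interval 38.7 to 43.0%) were at an annotated TSS, 622 (31.1%) downstream of the nearest one and 561 (28.1%) upstream of it. The median distance was 3 bp, and 68.0% of sites lay within 10 bp of a TSS. With the TSSs of protein-coding transcripts alone, 678 sites (33.9%) were at a TSS and 710 (35.5%) downstream. The RefSeq annotation of hg19 was not used here.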

We found that most of the m^6^Am sites are present downstream of the RefSeq-annotated TSSs, with only 14% of m^6^Am sites mapped at the annotated TSSs (Supplementary Fig. 7a). This observation suggested that existing methods based on annotated TSSs information can be inaccurate for m^6^Am mapping. 

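RAB5A, which encodes an endosomal GTPase, lies on chromosome 3 from 19988589 to 20026667 (GRCh37, plus strand), and Gencode annotates 8 TSSs for it. The deposited list for HEK293T cells gives it a single m6Am span, from 19988572 to 19992422, which overlapped no PCIF1-dependent peak. The 2 sites listed within it are at 19988864, in a GCA context 7 bp upstream of an annotated TSS, and at 19988871, in a CCA context at that TSS. The sequence around the latter is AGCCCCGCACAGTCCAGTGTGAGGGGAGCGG. TMEM241 is not analysed here.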

For instance, the m^6^Am site of *TMET241* would have been located internally within 5′-UTR if the annotated TSSs were used (Supplementary Fig. 7b); and two m^6^Am peaks are clearly identified for *RAB5A*, which has only one annotated TSS (Supplementary Fig. 7c). We next plotted the distance from m^6^Am sites to their nearest CAGE TSS sites, and observed that the vast majority of m^6^Am sites overlapped with CAGE TSSs (Fig. 4c), suggesting that these m^6^Am sites are indeed TSSs. Compared with miCLIP^10,20^, m^6^Am sites by m^6^Am-seq were much closer to the CAGE TSSs (Fig. 4c). These data highlight the reliability of m^6^Am-seq in obtaining high-confidence m^6^Am sites.

### Heat shock induces dynamic m^6^Am and 5′-UTR m^6^A methylations

Stress-induced RNA modification is an important feature of dynamic epitranscriptomic regulation under physiological conditions^15,25–27^. For instance, it has been shown that in response to heat shock stress, m^6^A deposited to the 5′-UTR of newly transcribed mRNAs promotes cap-independent translation initiation, providing a mechanism of selective mRNA translation during general translation inhibition^17,19^. 

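Heat-shocked HEK293T cells were kept at 43 °C for 2 h and left to recover for 6 h. For this condition and for the untreated control of the stress experiments, 2 FTO (−) and 2 FTO (+) m6A-IP libraries, 2 m7G-IP libraries and 1 input library each were mapped by their labels. The same untreated libraries serve the comparison with another stress. The authors called differential peaks between stressed and untreated cells with exomePeak and DESeq2, state a limit of more than a 2-fold difference, and deposited one list of m6Am peaks with a span, a gene name and one value per peak. The column is headed as a log2 fold change. None of its values is negative, and downregulated peaks lie between 0 and 1, so it was read as a linear ratio of the stressed to the untreated cells, with ratios above 1 taken as upregulated. The authors' deposited table gives no p-value, count or replicate per peak, so neither depth nor replicate error is known for a single peak. Stress-regulated 5′-UTR m6A peaks were read from Supplementary Data 4.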

In light of this, we applied m^6^Am-seq to characterize the dynamic m^6^Am and 5′-UTR m^6^A methylome under heat shock conditions. We identified 45 upregulated m^6^Am peaks and 90 5′-UTR m^6^A peaks, as well as 36 and 67 downregulated m^6^Am and 5′-UTR m^6^A peaks (Fig. 5a, b and Supplementary Fig. 8a, b and Supplementary Fig. 9a–d and Supplementary Data 4). 

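The deposited heat shock list holds 39 upregulated and 35 downregulated m6Am peaks. The upregulated share of 52.7% (interval 41.5 to 63.7%) could not be told from equal numbers (two-sided exact binomial test over peaks, p = 0.728). The paper's Supplementary Data 4 holds 45 and 35 m6Am peaks, and all 74 deposited lines are among its spans. It also holds 90 upregulated and 67 downregulated 5′-UTR m6A peaks, of which 57.3% are upregulated (exact binomial p = 0.0788). In the authors' deposited table, the ratios of upregulated peaks ran from 1.53 to 4.38 with a median of 2.21, and those of downregulated peaks from 0.0232 to 0.649 with a median of 0.413. In the authors' deposited table, 2 upregulated peaks and 1 downregulated peak fall short of a 2-fold change. When only ratios of at least 3 or at most 1/3 were kept, a limit chosen after the data were seen, 3 upregulated and 6 downregulated peaks remained (exact binomial p = 0.508). One span, in TMEM107 on chromosome 17 from 8076887 to 8077247, is listed in both directions, with ratios of 3.55 and 0.649 in the authors' deposited table. Of the m6Am peaks, 11 (14.9%, interval 8.51 to 24.7%) overlapped a 5′-UTR m6A peak of the paper's lists.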

Among them, we found key heat shock-associated transcripts with elevated 5′-UTR m^6^A: notable examples include *HSPA1A*, *HSPA1B,* and *DNAJB1* (Supplementary Fig. 10a, b), whose transcripts undergo m^6^A-dependent but cap-independent selective translation^17^. These results by m^6^Am-seq accurately recapitulated heat shock-induced, functional 5′-UTR m^6^A methylation.

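The paper's Supplementary Data 4 lists upregulated 5′-UTR m6A peaks in HSPA1A on chromosome 6 from 31783556 to 31784374, in HSPA1B on chromosome 6 from 31795516 to 31795699, and in DNAJB1 on chromosome 19 from 14629014 to 14629193 (GRCh37). HSPA1A and HSPA1B are near-identical copies, and reads can be shared between them. None of the 3 spans overlapped a PCIF1-dependent peak, and none of the genes is named in the deposited list of heat shock m6Am peaks. The span in DNAJB1 lies within its HEK293T m6Am peak (14627655 to 14629371), whose listed site is at 14629234 in an ATA context. That m6Am peak overlapped no PCIF1-dependent peak. The span also lies within a DNAJB1 m6Am peak downregulated under hypoxia (14628985 to 14629371), with a ratio of 0.235 in the authors' deposited table.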

**Fig. 5:**
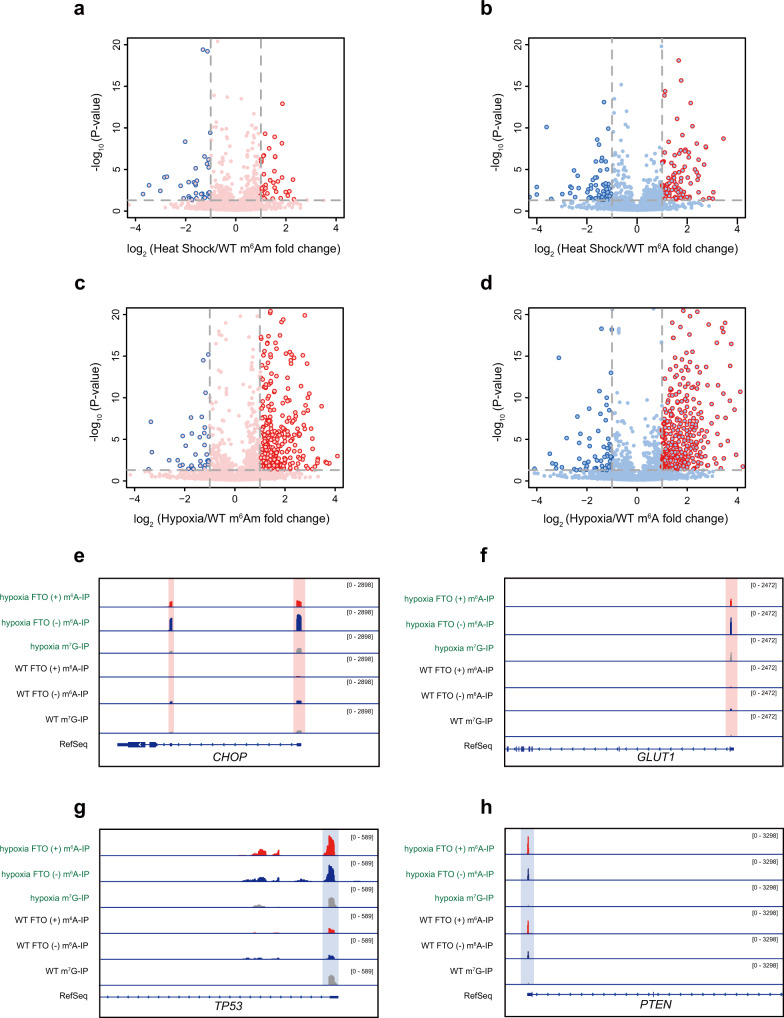
m^6^Am and 5′-UTR m^6^A are dynamically regulated by different stress conditions. **a**–**d** Volcano plot showing stress-induced m^6^Am and 5′-UTR m^6^A: heat shock-inducible m^6^Am peaks (**a**) and 5′-UTR m^6^A peaks (**b**), and hypoxia-inducible m^6^Am peaks (**c**), and 5′-UTR m^6^A peaks (**d**). Red circles denote stress-upregulated peaks; blue circles denote stress-downregulated peaks. Representative views of elevated m^6^Am peaks in *CHOP* (**e**) and *GLUT1* (**f**) under hypoxia stress. Representative views of elevated 5′-UTR m^6^A peaks in *TP53* (**g**) and *PTEN* (**h**) under hypoxia stress. Pink and blue background colors denote m^6^Am and m^6^A signals, respectively.

Unexpectedly, a subset of transcripts previously proposed to rely on m^6^A-dependent translation under heat shock^17^ did not contain m^6^A modification in the 5′-UTR; instead, m^6^Am-seq reveals that they are dynamically modified by m^6^Am (Supplementary Fig. 10c). For instance, using a method that does not distinguish between m^6^Am and 5′-UTR m^6^A, upregulation of 5′-UTR m^6^A level in *EGR1* was believed to mediate the stress-induced selective translation. However, using m^6^Am-seq, we found that *EGR1* contained m^6^Am rather than 5′-UTR m^6^A (Supplementary Fig. 10d). Therefore, cap-independent translation of such transcripts including *EGR1* is unlikely to be mediated by m^6^A. Whether or not m^6^Am, which is located at TSS and immediately after the m^7^G cap, can also promote stress-induced selective translation would be of interest for future studies. 

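EGR1, an immediate early transcription factor gene, lies on chromosome 5 from 137801168 to 137804992 (GRCh37, plus strand) and has 1 annotated TSS. The deposited HEK293T list has an m6Am peak of 240 bp from 137801181 to 137801420, outside the coding sequence. The span starts 13 bp downstream of that TSS, does not include it and holds no listed m6Am site. The list of sites was read in a shortened form, so a site may be missing from it. The m6Am peak overlapped a PCIF1-dependent peak (137801181 to 137801360) and none of the 5′-UTR m6A peaks of the paper's lists. The paper's Supplementary Data 4 names the same span as upregulated, while the deposited heat shock list gives it no ratio. From the m6Am signal in place of 5′-UTR m6A, the paper reasons that cap-independent translation of EGR1 is not likely to be mediated by m6A.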

Overall, m^6^Am-seq provides accurate methylome maps to enable the study of the physiological roles of the two RNA modifications.

### Dynamic m^6^Am and 5′-UTR m^6^A methylome under hypoxia conditions

We next determined whether m^6^Am and 5′-UTR m^6^A methylation can be dynamically regulated by hypoxia. 

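For hypoxia, HEK293T cells were kept at 1% oxygen for 24 h. The libraries mapped by their labels were 2 FTO (−) and 2 FTO (+) m6A-IP libraries, 2 m7G-IP libraries and 1 input library, set against the untreated libraries of the heat shock comparison. The deposited list was made and read as for heat shock, with a ratio to the untreated cells for each m6Am span and no count or replicate, so depth is again unknown. The 5′-UTR m6A peaks regulated by hypoxia were read from Supplementary Data 5.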

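The deposited hypoxia list holds 359 upregulated and 31 downregulated m6Am peaks, so that 92.1% (interval 88.9 to 94.3%) are upregulated (two-sided exact binomial test over peaks, p = 6.5e-72). Of the downregulated lines, 27 are distinct spans, because those in TROVE2, TMPO, ZIC2 and SLC25A5 are listed more than once. A span in MFSD11 on chromosome 17 from 74733004 to 74734492 is listed in both directions, with ratios of 1.80 and 0.302 in the authors' deposited table. In the authors' deposited table, upregulated ratios had a median of 2.31 and a highest value of 16.7, and downregulated ratios ran from 0.0597 to 0.955 with a median of 0.250. In the authors' deposited table, 1 upregulated and 5 downregulated lines fall short of a 2-fold change. With ratios of at least 3 or at most 1/3, a limit chosen after the data were seen, 43 upregulated and 20 downregulated lines were left (68.3% upregulated, exact binomial p = 0.00515), or 43 and 16 distinct spans. Of the m6Am peaks regulated by hypoxia, 38 (9.74%, interval 7.18 to 13.1%) overlapped a 5′-UTR m6A peak of the paper's lists.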

We were able to identify 362 and 638 elevated m^6^Am and 5′-UTR m^6^A peaks respectively, with 31 and 63 decreased m^6^Am and 5′-UTR m^6^A peaks (Fig. 5c, d and Supplementary Fig. 8c, d and Supplementary Data 5). While some of the hypoxia-specific genes show inducible m^6^Am and 5′-UTR m^6^A modifications, many transcripts with unaltered expression levels are also dynamically modified (Supplementary Fig. 9e–h). Overall, we observed a more evident increase of m^6^Am and m^6^A methylome under hypoxia conditions than heat shock conditions.

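Among the m6Am peaks regulated by each stress, the upregulated share was 39.3 percentage points higher under hypoxia than under heat shock (odds ratio 10.4, two-sided Fisher's exact test over peaks, p = 9.3e-15). For 5′-UTR m6A peaks of Supplementary Data 4 and 5, 636 of 697 were upregulated under hypoxia and 90 of 157 under heat shock, a difference of 33.9 percentage points (Fisher's exact test, p = 4.6e-22). With only ratios of at least 3 or at most 1/3, the difference for m6Am was 34.9 percentage points over all lines (Fisher's exact test, p = 0.0629) and 39.5 with each span counted once (Fisher's exact test, p = 0.0492), so it lies at the edge of 0.05. The tests compare lists of peaks, since 2 libraries of each m6A-IP per condition were deposited and the lists hold no values per library. The paper states that the increase of both methylomes was more evident under hypoxia than under heat shock.

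**Figure D3:**
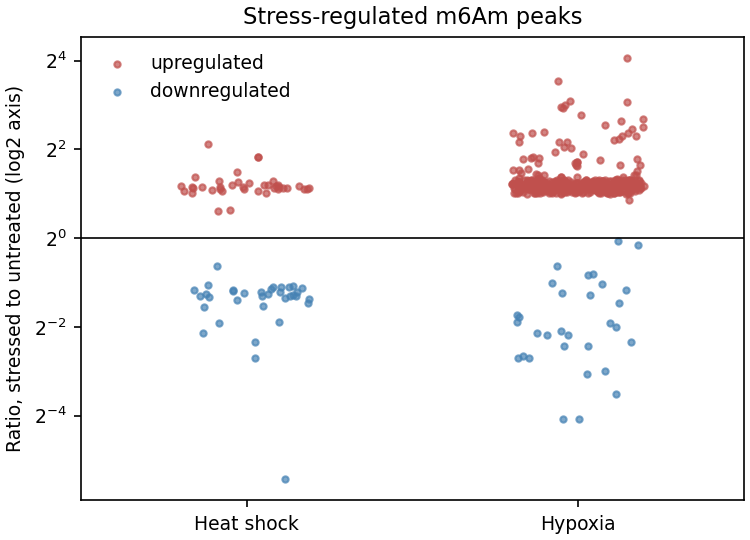
Ratio of each stress-regulated m6Am peak in the authors' deposited table, stressed to untreated cells (y axis, log2 scale), for heat shock and hypoxia. Each point is a peak, red if upregulated and blue if downregulated, spread sideways at random, and the line marks a ratio of 1. Most upregulated points sit close to the medians of 2.21 for heat shock and 2.31 for hypoxia.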

To cope with hypoxia, mammals have evolved key adaptive mechanisms including cellular adaptations of protein synthesis, energy metabolism, mitochondrial respiration, lipid, and carbon metabolism as well as nutrient acquisition^28^. Given the dramatic change of m^6^Am level, we examined whether dynamic m^6^Am may participate in the adaptive mechanisms during the hypoxia condition. Intriguingly, our GO analysis showed that genes with elevated m^6^Am levels are linked to the endoplasmic reticulum (ER) stress-response regulation (Supplementary Fig. 11a). For instance, it has been documented that transcriptional and translational upregulation of both *CHOP* and *ATF3* are important to activate the expression of downstream genes in response to stress^29,30^; in line with this, we observed significantly elevated m^6^Am levels in their mRNAs (Fig. 5e and Supplementary Data 5). In addition to ER stress, oxygen deprivation also reprograms intracellular metabolism^31^. 

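CHOP is the product of DDIT3, on chromosome 12 from 57910371 to 57915520 (GRCh37, minus strand). The deposited hypoxia list has a peak over its 5′ part, from 57911164 to 57914300, under the name MIR616, with a ratio of 4.94 in the authors' deposited table. The listed m6Am site is at 57914294, at an annotated TSS in a TCA context, in the sequence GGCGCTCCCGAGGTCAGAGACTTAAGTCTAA. The paper's Supplementary Data 5 also lists a shorter span named CHOP, from 57914202 to 57914302. ATF3 lies on chromosome 1 from 212738676 to 212794119, plus strand. Its hypoxia peak spans 212781970 to 212782266, with a ratio of 11.5 in the authors' deposited table, and its listed site is at 212782103, at an annotated TSS in a CCA context (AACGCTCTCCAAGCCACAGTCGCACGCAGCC). Both genes have a HEK293T m6Am peak that overlapped a PCIF1-dependent peak. The paper's Supplementary Data 4 also names the ATF3 span as upregulated under heat shock. Supplementary Data 5 lists another upregulated ATF3 span under hypoxia, from 212792803 to 212792923, whose 5′ end is 4283 bp from the nearest annotated TSS, which overlapped no PCIF1-dependent peak and holds no listed site.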

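GLUT1 is encoded by SLC2A1, on chromosome 1 from 43391024 to 43424564 (GRCh37, minus strand). The deposited HEK293T list has an m6Am peak over its 5′ end, from 43424361 to 43424539, under the name SLC2A1-AS1, with the same start and end as a PCIF1-dependent peak. The listed m6Am site is at 43424539, at an annotated TSS in a GCA context, in the sequence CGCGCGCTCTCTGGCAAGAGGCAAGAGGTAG. The paper's Supplementary Data 5 lists an upregulated span named GLUT1 from 43424325 to 43424599, and the deposited hypoxia list gives this gene no ratio.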

For instance, hypoxia can enhance the mRNA and protein levels of HIF1 target gene *GLUT1* to achieve glucose transport^31^; in agreement with this, we also observed increased m^6^Am level in the *GLUT1* mRNA (Fig. 5f). Thus, we identified a dynamic m^6^Am program in key transcripts that are utilized by cells to adapt to hypoxia.

Distinct from the m^6^Am-marked genes, GO analysis of genes with elevated 5′-UTR m^6^A indicated an enrichment of the p53 signaling pathway (Supplementary Fig. 11b). In fact, hypoxia has frequently been described to be a p53 inducer^32^. 

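The paper's Supplementary Data 5 lists upregulated 5′-UTR m6A peaks in MDM2 on chromosome 12 from 69201952 to 69202012 and in PIDD1 on chromosome 11 from 804339 to 805273 (GRCh37). Neither span overlapped a PCIF1-dependent peak. PIDD1 also has a 5′-UTR m6A peak in the paper's HEK293T list, from 804356 to 805250, and MDM2 has none among the peaks analysed here.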

Along this line, p53 and many of its downstream genes, such as *MDM2*, *PTEN*, *PIDD1*, etc., were found to contain elevated 5′-UTR m^6^A under hypoxia stress (Fig. 5g, h and Supplementary Data 5). Since induced 5′-UTR m^6^A by heat shock has been shown to enable cap-independent translation, it is possible that protein synthesis of the p53 signaling pathway could be modulated by the stress-induced m^6^A. Altogether, our results suggest that dynamic m^6^Am and m^6^A as key components of the adaptive response to hypoxia.

## Discussion

More than 40 years have passed since the initial documentation of m^6^Am was made^5,6^. The recent discovery of its “eraser” and “writer” has led to a renewed interest in this reversible modification^33^. Yet its biological functions remain enigmatic, due to a lack of sensitive methods that detect the modification at the transcriptome-wide level. Here, we report m^6^Am-seq, which enables specific and robust profiling of m^6^Am in the human transcriptome.

The development of m^6^Am-seq is inspired by existing epigenomic and epitranscriptomic methods utilizing biologically important demethylases. For instance, TAB-Seq^34^ and TAPS^35^ rely on the TET proteins, which oxidize 5-methylcytosine (5mC), to detect 5mC and its oxidative derivatives in the genome. In DM-tRNA-seq^36^, ARM-seq^37^, and m^1^A-MAP^38^, the RNA/DNA demethylase AlkB has been used to map N^1^-methyladenosine (m^1^A) in tRNA and mRNA. In this study, we expand the available toolbox by repurposing FTO to detect m^6^Am and m^6^A, two dynamic and reversible epitranscriptomic marks. Different from the existing methods that use demethylases to indiscriminately remove all substrates, we manipulated the in vitro activity of FTO to selectively demethylate just one of the two cognate substrates. This is achieved by the discovery of a controlled in vitro demethylation reaction, which omits the key cofactor l-ascorbic acid from the biochemical condition. Owing to its capacity to reduce Fe^3+^ to the catalytically active Fe^2+^, l-ascorbic acid can enhance the in vitro demethylation activity^24,39^. By leaving out l-ascorbic acid from the in vitro reactions, FTO still possesses a high m^6^Am demethylation activity while minimally affects the level of m^6^A, hence allowing selective detection of m^6^Am.

Interestingly, the in vivo bioavailability of ascorbate, the dominant form of vitamin C under physiological pH conditions, has been demonstrated to impact the epigenome via TETs and JmjC domain-containing demethylases, ultimately leading to phenotypic changes in development, aging, cancer and other diseases^24^. It remains to be seen whether or not the deficiency of vitamin C might alter m^6^Am or m^6^A methylome and hence epitranscriptome reprogramming inside of cells.

Except for the selective demethylation condition omitting l-ascorbic acid, major steps of m^6^Am-seq are well-known meRIP protocols. Hence, m^6^Am-seq is straightforward and highly reproducible. Its high sensitivity and accuracy are also enabled by the combination of cap-m^7^G IP and m^6^A IP, which builds on the knowledge that m^6^Am is adjacent to the m^7^G cap. It should be noted that m^6^Am-seq does not detect internal m^6^Am, although the amount of the internal m^6^Am in mRNAs seems negligible. Only one internal m^6^Am site in U2 snRNA has been documented so far. In m^6^Am-seq, we used a demethylation reaction to distinguish m^6^Am from m^6^A, other selective chemistry could be exploited for the determination of additional modifications. For instance, dNTP-sensitivity during reverse transcription^40^ and peroxidate oxidation^41^ could be combined with cap-m^7^G IP to detect ribose methylation at the first and second transcribed nucleotides of mRNA. In addition, given the diversity of RNA cap structures^42,43^, including NAD+, NADH, desphospho-CoA, and 2,2,7-trimethylguanosine, tailored combination of IP enrichment and a discrimination procedure, as demonstrated in m^6^Am-seq, could have broad applications in analyzing the epitranscriptomic state of the transcriptome.

m^6^Am-seq distinguishes m^6^Am from m^6^A and provides a high-confidence m^6^Am methylome. While a previous study used miCLIP for m^6^Am identification and has indicated a role of m^6^Am in controlling mRNA stability^12^, this conclusion was disputed by more recent studies led by independent groups^7,9,13^. Using m^6^Am-seq, we corroborated the latter studies and found that m^6^Am does not affect mRNA stability. Because miCLIP does not separate well m^6^Am from m^6^A, it is likely that the observed effect in mRNA stability is caused by m^6^A^13^, which has been shown to increase mRNA stability when recognized by certain m^6^A readers^44^. Nevertheless, such disagreement underscores the importance of a specific method to accurately map m^6^Am for future functional studies.

We showed that m^6^Am is dynamically regulated by heat shock and hypoxia, hinting that m^6^Am is important for cellular stress response. While a specific role of m^6^Am remains to be elucidated, we found that many well-known stress-induced genes exhibiting elevated protein levels showed increased m^6^Am methylation levels upon stimuli. Such a positive correlation appears to be the opposite in normal human tissues^21^; nevertheless, this does not rule out the possibility of a unique role of m^6^Am under stress. Consistent with the positive association, ribosome profiling experiments also revealed a positive role of m^6^Am in translation^7^. Given that 5′-UTR m^6^A has been demonstrated to mediate cap-independent translation^17,19^, it is tempting to speculate that m^6^Am plays a role in stress-induced mRNA translation.

Whether or not m^6^Am may participate in cap-independent translation is an open question. It is known that the mRNA cap structure plays an important role in translation initiation. Akichika et al. showed that m^6^Am does not modulate the binding affinity of eIF4E to the cap structure, suggesting that other cap-binding factors could be involved^7^. For instance, it has been shown that eIF3 and ABCF1 can selectively recognize 5′-UTR m^6^A and mediate the cap-independent translation^18,19^. Thus, future identification of potential m^6^Am readers, particularly those in the integrated stress response, could help elucidate the detailed function and mechanism of m^6^Am.

In summary, we report a tool for transcriptome-wide mapping of m^6^Am and 5′-UTR m^6^A, and reveal the dynamic features of the two epitranscriptomic marks under stress conditions. We anticipate that m^6^Am-seq will lead to new territories of RNA biology and open opportunities in the field of “cap epitranscriptomics”.

## Methods

### Antibodies and cell culture

Rabbit anti-m^6^A antibody was purchased from EMD Millipore (ABE572). Anti-m^7^G-cap monoclonal antibody was obtained from MBL (RN016M). HEK293T cells were cultured at 37 °C in DMEM medium supplemented with 10% FBS, 1% GlutaMAX and 0.5% penicillin/streptomycin with 5% CO_2_. For heat shock, cells were grown to a confluence of 80% in 10-cm plastic dishes, placed in a 43 °C water bath for 2 h, and then recover for 6 h in normal growing conditions. For hypoxia treatment, cells were grown to 80%, carried out in Hypoxia Hood which was maintained at 37 °C, 5% CO_2_, 1% oxygen for 24 h.

### RNA isolation

TRIzol was used for total RNA isolation according to the manufacturer’s protocol. <200 nt RNA was deleted using the MEGAclear Transcription Clean-Up kit (Ambion, AM1908).

### Quantification of m^6^A and m^6^Am by LC–MS/MS

For m^6^Am, 150 ng RNA was decapped by 10 units of RppH (NEB, M0356S) in Thermopol buffer for 5 h at 37 °C. RNA was purified by RNA clean & concentrator kit (Zymo Research, R1015). Purified RNA was digested by nuclease P1 (Sigma, N8630) with 10 mM ammonium acetate at 42 °C for 6 h, then mixed with 50 mM MES buffer (pH 6.5) and 0.5 U Shrimp Alkaline Phosphatase (NEB, M0371S), and incubated at 37 °C for another 6 h. For m^6^A, 150 ng RNA was digested into single nucleosides by nuclease P1 with 10 mM ammonium acetate at 42 °C for 6 h, then incubated with 50 mM MES buffer (pH 6.5) and 0.5 U Shrimp Alkaline Phosphatase for another 6 h at 37 °C.

The digested nucleosides were separated by the ultra-performance liquid chromatography on C18 column, and detected by the triple-quadrupole mass spectrometer (AB SCIEX QTRAP 6500). The multiple reaction-monitoring (MRM) mode was monitored: *m*/*z* 268.0–136.0 (A), *m*/*z* 245.0–113.1 (U), *m*/*z* 282.0–150.1 (m^6^A), *m*/*z* 296.0–150.0 (m^6^Am). The concentrations of m^6^A and m^6^Am levels in RNA samples were calculated from the standard curves.

### Synthesis of m^6^Am/Am and m^6^A probes

cap-m^6^Am/Am RNA: template was obtained by PCR, which contains the T7 promoter sequence and ~150 bp DNA sequence. Primers used to amplify the spike-in template was provided (Supplementary Data 6). In vitro transcription reaction contained: reaction buffer (ThermoFisher Scientific, AM1354), 800 ng template DNA, T7 Enzyme Mix (ThermoFisher Scientific, AM1354), 15 mM ATP/UTP/CTP/GTP, and 15 mM cap analogs (Trilink, N-7113 or N-7102, N-7102 was ordered via email addressed to ). The reaction was incubated overnight at 37 °C. After incubation, 1 μl of TURBO DNase (ThermoFisher Scientific, AM1354) was added to the reaction, and the reaction was incubated at 37 °C for 1 h. The RNA was purified by phenol–chloroform isolation and ethanol precipitation. The precise RNA was purified from 7 M urea/15% acrylamide gels using elution buffer (0.3 M sodium acetate, 1 mM EDTA, 0.05% SDS) at 37 °C for 12 h. Next, the RNA was precipitated with ethanol. The probes were used as spike-ins and for probe demethylation assay. The sequence of cap-m^6^Am/Am RNA probes was list as follows:

m^6^Am(Am)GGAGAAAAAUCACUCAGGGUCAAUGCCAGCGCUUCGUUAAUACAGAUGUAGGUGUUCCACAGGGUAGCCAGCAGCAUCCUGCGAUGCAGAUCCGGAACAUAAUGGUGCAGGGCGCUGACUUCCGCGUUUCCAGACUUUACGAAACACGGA.

The sequence of m^6^A probe was list as follows:

AUCUACCUGUCCAGUAGCCUUCAGGAUCAUGCUGUCUGACUUGCUGGm^6^ACAUCAUUCUAGUGCCAUAACUUCAGC.

### Synthesize the dually modified m^6^Am&m^6^A probe

The dually modified m^6^Am & m^6^A probe was obtained by utilizing T4 RNA ligase 2 to ligate the 3′ end of RNA probe to the 5′ end of another RNA probe. The 30nt for m^6^Am probe was obtained by in vitro transcription reaction. For phosphorylation of 5′end of m^6^A probe, RNA was treated by PNK (NEB, M0201S) with incubation for 1 h at 37 °C. 1 μl of 20 μM m^6^Am probe, 2 μl of 20 μM m^6^A probe, 1.5 μl of 20 μM splint DNA (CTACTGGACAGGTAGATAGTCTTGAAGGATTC), 1 μl 10× T4 DNA ligase buffer and 3 μl nuclease-free water were heated at 65 °C for 3 min, followed by 5 min at 25 °C in a thermocycler. Add 1 μl of 10 units/μl T4 RNA ligase 2 (NEB, M0239S) and 0.5 μl RiboLock RNase inhibitor (ThermoFisher Scientific, EO0381) into the reaction mixture and incubate at 37 °C for 2 h. Synthetic m^6^Am & m^6^A probe was gel purified and sliced in the desired size. The sequence of the m^6^Am & m^6^A probe was listed as follows:

Capm^6^AmGGAUAGCAGGCAUGGAAUCCUUCAAGACUAUCUACCUGUCCAGUAGCCUUCAGGAUCAUGCUGUCUGACUUGCUGGm^6^ACAUCAUUCUAGUGCCAUAACUUCAGC.

### In vitro probe assay

To investigate the FTO and ALKBH5 demethylation activity for m^6^Am and m^6^A, we performed in vitro demethylation assay using purified demethylases and synthesized probes contained m^6^A and m^6^Am. The demethylation assay was performed in 20 μl of mixture containing 200 ng probe, 50 mM MES (pH 6.5), 100 mM KCl, 2 mM MgCl_2_, 100 μM (NH_4_)_2_Fe(SO_4_)_2_·6H_2_O, 300 μM 2-ketoglutarate, 0 or 2 mM l-ascorbic acid, 0.4 U/ml SUPERase·In RNase inhibitor (Invitrogen, AM2694) and 2 μM purified FTO. The reaction mixture was incubated at 37 °C for 20 min. As the control, inactive demethylases were using for incubation with RNA.

### CAGE-seq library preparation

CAGE allows mapping of the transcriptional start sites of capped RNAs. 5 μg of total RNA purified from HEK293T cells was used for the CAGE-seq^45^. Reverse transcription was carried out using PrimeScript reverse transcriptase (Takara, 2680A) with the RT-N15-EcoP primer. The RNA-cDNA hybrid was diol oxidized with NaIO_4_ and then the 5′ Cap and 3′ end of RNA were biotinylated. The noncapped biotinylated RNA-cDNA hybrid was eliminated by RNase digestion and the biotin-trapping step. The complete cDNA was released from RNA and then the Bar-coded 5′ linker was ligated to the single-stranded cDNA. The second-strand cDNA was synthesized using the biotin-modified primer. The cDNA was digested with EcoP15I (NEB, R0646S) and the 3′ linker was ligated to the 3′ end of cDNA. The cDNA was performed PCR amplification. The CAGE library was sequenced on Illumina HiSeq 2000. The sequences of primers and linkers were provided (Supplementary Data 6).

### CAGE data analysis

CAGE tags were mapped to the human genome (hg19, UCSC Genome Browser) using TopHat2 (version 2.0.13) with default parameters that allow 0 mismatches per seed (22 nt), and CTSS pipeline was used to identify CAGE TSS^45^. Only uniquely mapped reads were used in downstream analysis within R and custom scripts. The mapped reads were sorted and the TSS tag was calculated. All unique 5′ ends of CAGE tag-supported TSS and the number of tags in each CTSS represents expression levels. Tag counts in each CTSS were normalized using tag pre million reads (TPMs). We also used Deeptools (version 3.5.0) to analyze the enrichment of m^6^Am in the −2 Kb to +2 Kb region around the CAGE TSS. The miCLIP-2015 m^6^Am list and miCLIP-2019 m^6^Am list were obtained from previous studies^10,13^.

### Cloning, expression, and purification of FTO and ALKBH5

Wild-type human FTO gene and ALKBH5 gene with deletion of the 66 amino acids were cloned into pET-28a. The recombinant plasmids were then transduced into *E. coli* BL21 (DE3). FTO and ALKBH5 proteins were purified following the procedures as previously described^46^. Bacteria were grown at 37 °C until the OD_600_ reached 0.8–1, and then induced with 0.5 mM IPTG overnight at 15 °C. Cells were harvested by centrifugation and then resuspended in ice-cold lysis buffer (25 mM Tris-HCl pH 8.0, 150 mM NaCl, 10 mM imidazole), disrupted on ice, and centrifuged at 11,000×*g* for 1 h at 4 °C. The supernatant was purified on HiTrap His column (GE Healthcare) and eluted with buffer containing 25 mM Tris-HCl pH 8.0, 150 mM NaCl, 500 mM imidazole. Next, the fractions were purified by HiTrap Q column (GE Healthcare). Finally, the fractions were purified by Gel-filtration chromatography (HiLoad 16/600 Superdex 200 pg column, GE Healthcare) equilibrated in storage buffer containing 25 mM Tris-HCl pH 8.0, 150 mM NaCl, and 3 mM dithiothreitol (DTT). Purified protein was stored at −80 °C with the addition of 20% glycerol.

### m^6^Am-seq

#### cap-m^7^G RNA immunoprecipitation

The total RNAs were extracted from control, heat shock-treated, and hypoxia-treated cells. 100 μg >200 nt RNA was fragmented into ~150 nt-long fragments using RNA fragmentation buffer (NEB, E6150S). Adding fragment stop solution buffer stopped the reaction, and fragments were purified and concentrated by ethanol precipitation. 10 ng of fragments were used as “input” and the remaining fragments were used for followed treatments. The fragmented RNA was denatured at 65 °C for 5 min, followed by chilling in ice. The denatured RNA was incubated overnight at 4 °C with 2 μg cap-m^7^G antibody (1:100 dilution) and 5 μl RiboLock RNase inhibitor in IPP buffer (10 mM Tris-HCl, pH 7.4, 150 mM NaCl, 0.1% NP-40). 20 μl of protein A/G UltraLink Resin (ThermoFisher Scientific, 53132) were washed twice with IPP buffer, and then resuspended in a 200 μl IPP buffer contained 5 μl RiboLock RNase inhibitor. The antibody-RNA mixture was then incubated with protein A/G UltraLink Resin at 4 °C for 3 h. The Resin was washed twice with 1 ml of IPP buffer, once with 1 ml of low-salt IP buffer (10 mM Tris-HCl, pH 7.4, 75 mM NaCl, 0.05% NP-40), once with 1 ml of high-salt IP buffer (10 mM Tris-HCl, pH 7.4, 200 mM NaCl, 0.05% NP-40) and twice with 1 ml TET buffer (10 mM Tris-HCl, pH 7.4, 1 mM EDTA, 0.05% NP-40) at 4 °C. The beads-antibody-RNA was resuspended in 1 ml Trizol and rotated for 10 min at room temperature. cap-m^7^G-containing RNA fragments were extracted and precipitated. Around 150 ng cap-m^7^G-immunoprecipitated RNA fragments could be obtained.

#### In vitro demethylation treatment

1 ng of the cap-m^7^G-immunoprecipitated RNA was used as “m^7^G-IP”. RNA was subjected to [FTO (+)] or [FTO (−)] treatment. About 100 ng of RNA was used for [FTO (+)] treatment. RNA was denatured at 65 °C for 5 min, followed by chilling in ice. And then, the demethylation assay was performed in a 20 μl mixture which contained 50 mM MES (pH 6.5), 100 mM KCl, 2 mM MgCl_2_, 100 μM (NH_4_)_2_Fe(SO_4_)_2_·6H_2_O, 300 μM 2-ketoglutarate, 0.4 U/ml SUPERase·In RNase inhibitor and 1 μM purified FTO. After incubation at 37 °C for 20 min, the demethylated RNA was purified by phenol–chloroform extraction. The remaining RNA (around 50 ng) directly performed m^6^A RNA immunoprecipitation.

#### m^6^A RNA immunoprecipitation

The [FTO (−)] and [FTO (+)] samples were immunoprecipitated with m^6^A antibody. The m^6^A RNA immunoprecipitation was performed following the procedures as previously described^21^. 10 μl of protein A magnetic beads (ThermoFisher Scientific, 10002D) and 10 μl of protein G magnetic beads (ThermoFisher Scientific, 10004D) were mixed and washed twice with 500 μl of IPP buffer (10 mM Tris-HCl, pH 7.4,150 mM NaCl, 0.1% NP-40). The beads were resuspended in 500 μl of IPP buffer containing 2 μg of anti-m^6^A antibody (Millipore, ABE572). The mixture was incubated at 4 °C for at least 6 h. The beads-antibody mixture was washed twice in 500 μl of IPP buffer and resuspended with 200 μl mixture containing 40 μl of 5× IPP buffer, denatured RNA (the [FTO (−)] control and [FTO (+)] treated samples) and 5 μl of RNasin Plus RNase Inhibitor (Promega, N2615) at 4 °C for 2 h (1:100 dilution of anti-m^6^A antibody). The beads-antibody-RNA mixture was washed twice with 500 μl of IPP buffer, twice with 500 μl of low-salt IP buffer (10 mM Tris-HCl, pH 7.5, 50 mM NaCl, 0.1% NP-40), and twice with 500 μl of high-salt IP buffer (10 mM Tris-HCl, pH 7.5, 500 mM NaCl,0.1% NP-40). And then, bound fragments were eluted from beads with 200 μl of IPP buffer containing 6.7 mM N^6^-methyladenosine (Sigma-Aldrich, M2780) and 5 μl of RiboLock RNase inhibitor. An additional phenol–chloroform isolation and ethanol precipitation were used to purify the RNA. The bound RNA was called [FTO (+) m^6^A-IP] and [FTO (−) m^6^A-IP].

#### Library preparation and sequencing

The “input”, “m^7^G-IP”, [FTO (+) m^6^A-IP] and [FTO (−) m^6^A-IP] were subjected to library construction using SMARTer® Stranded Total RNA-Seq Kit v2—Pico Input Mammalian (634413, Takara – Clontech, Japan) according to the manufacturer’s protocol. The libraries were sequenced on Illumina HiSeq X10 with PE150.

### Reads pre-processing and alignment

Strand orientation of the original RNA was preserved on the process of library construction and reads R2 yields sequences sense to the original RNA. Thus, only reads R2 was used in our study. Raw sequencing reads were firstly subjected to Trim_galore (version 0.6.6, http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and cutadapt software (version 1.18) for quality control and trimming adaptor. The quality threshold was set to 30, and the minimum length required for reads after trimming was 20 nt. Processed reads were mapped to genome (hg19, UCSC Genome Browser) using HISAT2 (version 2.1.0)^47^ with default parameters, separated by strand with in-house scripts, and reads coverage were showed by IGV. The mpileup files are generated from mapped BAM files using samtools mpileup command (version 1.9).

### Transcriptome-wide identification of 5′-UTR peaks in m^6^A-IP sample

Mapped reads were subjected to the RNA methylation peak caller exomePeak^48^, the FOLD_ENRICHMENT was set to 3, the GENE_ANNO_GTF were set RefSeq_hg19 for peak calling. For genome-base peak caller MACS2 (version 2.1.1)^49^, the effective genome size was set to 2.7*10^9^ for human, under the option of *-nomodel* and *q*-value cutoff 0.01. In order to identify high-confidence peak in m^6^A-IP sample, peak must meet the following conditions:(1) peak was overlapped between m^6^A-IP and m^7^G-IP samples, and (2) fold enrichment in m^6^A-IP higher than m^7^G-IP samples. Only peaks that can meet both requirements were used for m^6^A/m^6^Am signal identification in our study.

### Definition and calculation of the demethylase-sensitivity peaks

In order to more accurately extract the m^6^Am peak and 5′-UTR m^6^A peak, we identify the demethylase-sensitivity peak between the FTO (+) and FTO (−) sample. Firstly, 5′-UTR peak defined in the previous section of “Transcriptome-wide identification of 5′-UTR peaks in m^6^A-IP sample” were used for analysis. Secondly, differential methylation peak between FTO (+) and FTO (−) samples were identified using exomePeak (*P* < 0.01) and DESeq2 (version 3.11)^50^ in the R environment (version 3.6). Thirdly, when the ratio of FTO (−) to FTO (+) is >2, is defined as demethylase-sensitivity peak.

### Identification of m^6^Am and 5′-UTR m^6^A peaks

An m^6^Am peak was identified when: (1) peak was high-confidence in m^6^A-IP sample; (2) peak was demethylase sensitivity between the FTO (+) and FTO (−) sample. The 5′-UTR m^6^A peak was identified when: (1) peak was high-confidence in m^6^A-IP sample; (2) peak was demethylase insensitivity between the FTO (+) and FTO (−) sample, and was not decrease after FTO treatment.

### Identification of m^6^Am site

To identify the potential m^6^Am site, we defined a “start rate difference” score (SRD score) for each nucleotide within an m^6^Am peak. SRD score takes into account normalized sequencing start rate in untreated samples m1 = [FTO (−) start reads]/[FTO (−) depth] and the reads coverage difference within the FTO (+) and FTO (−) samples m2 = [FTO (−) depth − FTO (+) depth]/[FTO (−) depth]. m1 reflects the fact that m^6^Am site is the first transcribed nucleotide, while m2 is a measure for demethylase sensitivity. Because the start rate in FTO (+) samples could be very low and hence prone to the high background, we used FTO (+) coverage in m2 instead of FTO (+) start rate.

1 $${{{\rm{SRD}}}}\,{{{\rm{score}}}}={{{\rm{m1}}}}+{{{\rm{m2}}}}$$

The SRD score was used to identify the m^6^Am site. The defined a position *i* was defined to be m^6^Am when the following criteria were met: (1) position *i* must be located within m^6^Am peak and carry adenosine residue; (2) the start reads of position *i* are not <20 in FTO (−) sample; (3) the start rate of position i in FTO (−) sample is greater than that in m^7^G-IP sample; (4) the start reads coverage in m^7^G-IP sample is greater than that in input; (5) the position i possesses the top 3 of SRD scores (SRD score > 1).

### Identification of stress-induced peak

In order to identify the stress-induced peak, differential methylation peaks between the untreated and stress sample were calculate using exomePeak (version 2.13, *P* < 0.01) and DESeq2. The stress-induced peak was defined, when the difference between the stress and untreated sample is >2.

### Identification of PCIF1-dependent peak

The m^6^Am peak in WT and PCIF1-KO sample was calculated in section “Identification of m^6^Am and 5′UTR m^6^A peak”. To identification, the PCIF1-dependent peak, differential methylation peaks between WT and PCIF1-KO samples were calculate using exomePeak and DESeq2. The PCIF1-dependent peak was extracted, when the differential methylation ratio of WT to PCIF1-KO sample is >2 and *P*-value < 0.05.

### Analysis of RNA-seq data

Paired-end, adapter-clean reads were aligned to the human genome (hg19, UCSC Genome Browser) using TopHat2 (version 2.0.13) with default parameters. The gene expression level was quantified as FPKM by Cufflinks (version 2.2.1)^51^.

### Correlations analysis of m^6^Am site with histone modification and TSS

H3K27ac, H3K4me3, H3K4me1 and H3K9me3 ChIP-seq data was downloaded from ENCODE portal^52^ (https://www.encodeproject.org/) with the following identifiers: ENCSR000DTU, ENCSR000FCJ, ENCSR000FCH, ENCSR000FCG. GRO-seq data were downloaded from the GEO database (GSE92375)^53^. We divided the m^6^Am sites into two parts with and without BCA motif, m^6^Am sites was extended 500 bp for each site, the overlapped site was removed. Deeptools were used to analyze ChIP-seq enrichment in −5 Kb to +5 Kb region around the m^6^Am sites.

### Motif discovery and GO enrichment analysis

Peaks were annotated by homer software (version 4.10) with hg19 reference genome to annotate the marked genes. For the analysis of sequence consensus, the top 1000 peaks were chosen for de novo motif analysis with MEME (version 4.12.0)^54^, with 100 nt-long peak summit centered sequences as input. Gene Ontology (GO) enrichment analyses were performed using DAVID web-based tool (version 6.8)^55^.

### Statistical analysis and quantification

For the statistical analysis of results, statistical evaluation was performed by unpaired two-sided Mann–Whitney *U*-test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Description of Additional Supplementary Files

## Data Availability

The sequence data generated in this study have been deposited in the NCBI GEO, under accession code GSE180253 that is publicly accessible at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180253. For H3K27ac, H3K4me3, H3K4me1, and H3K9me3 ChIP-seq public data were downloaded from ENCODE portal^52^ (https://www.encodeproject.org/) with the following identifiers: ENCSR000DTU, ENCSR000FCJ, ENCSR000FCH, and ENCSR000FCG. GRO-seq data were downloaded from the GEO database (GSE92375)^53^. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: m6Am-seq reveals the dynamic m6Am methylation in the human transcriptome
**Source:** Nat Commun. 2021 Aug 6;12:4778. doi: 10.1038/s41467-021-25105-5
**Supplement:** Supplementary file 1 — Supplementary Information

# **m<sup>6</sup>Am-seq reveals the dynamic m<sup>6</sup>Am methylation in the human transcriptome**

Hanxiao Sun<sup>1,5</sup>, Kai Li<sup>1,2,3,5</sup>, Xiaoting Zhang<sup>1</sup>, Jun'e Liu<sup>1</sup>, Meiling Zhang<sup>1</sup>,  
Haowei Meng<sup>1</sup> & Chengqi Yi<sup>1,3,4,\*</sup>

<sup>5</sup>*These authors contributed equally to this work.*

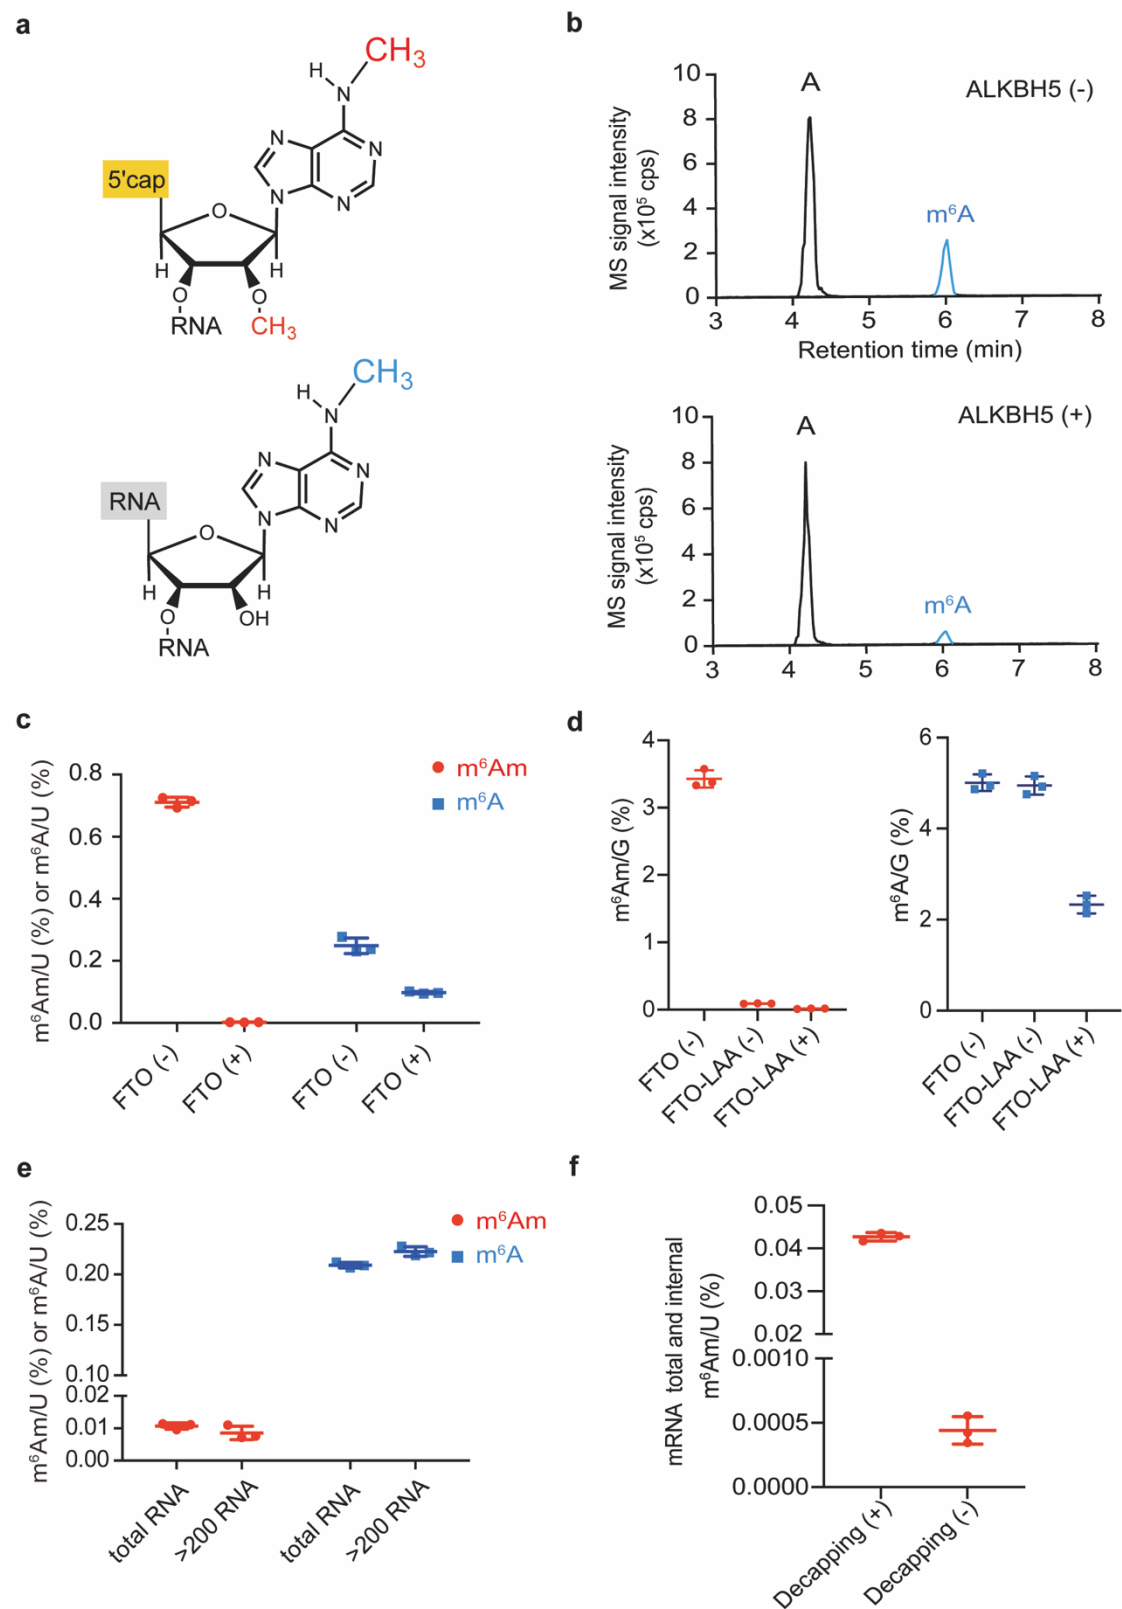

**Supplementary Figure 1. *In vitro* demethylation activity of FTO and ALKBH5.** (a) Chemical structures and sequence contexts of m<sup>6</sup>Am and m<sup>6</sup>A. (b) Demethylation of m<sup>6</sup>A by recombinant ALKBH5. ~80% m<sup>6</sup>A was removed. ALKBH5 (-) denotes that inactivated ALKBH5 was used as a control. (c) Demethylation of m<sup>6</sup>Am and m<sup>6</sup>A in synthesized RNA probes by recombinant FTO under literature recommended conditions. >98% m<sup>6</sup>Am and >60% m<sup>6</sup>A could be demethylated. FTO (-) denotes that inactivated FTO was used as a control. Values represent mean  $\pm$  SD ( $n = 3$  independent samples for each group). Source data are provided as a Source Data file. (d) Selectivity of FTO-mediated demethylation assessed on a m<sup>6</sup>Am & m<sup>6</sup>A dually modified RNA probe. The FTO demethylation efficiency on m<sup>6</sup>Am and m<sup>6</sup>A modifications. FTO (-) denotes that inactivated FTO was used as a control. FTO-LAA (-) or (+) denotes that LAA is absent or present in the demethylation condition. Values represent mean  $\pm$  SD ( $n = 3$  independent samples for each group). Source data are provided as a Source Data file. (e) Quantitative LC-MS/MS analysis of m<sup>6</sup>Am and m<sup>6</sup>A levels in total RNA and >200nt total RNA from HEK293T cells. Values represent mean  $\pm$  SD ( $n = 3$  independent samples for each group). Source data are provided as a Source Data file. (f) The levels of total and potential internal m<sup>6</sup>Am modification in polyadenylated RNAs. Values represent mean  $\pm$  SD ( $n = 3$  independent samples for each group). Source data are provided as a Source Data file.

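The Source Data hold 3 values per group for panel c, each a level of the modification in a synthetic RNA probe measured by LC-MS/MS. The m6Am level was 0.711 ± 0.0159 (SD, n = 3) with inactivated FTO and 0.00236 ± 4.8e-04 (SD, n = 3) with FTO, a change of -99.7%. The m6A level changed by -60.8%, from 0.248 ± 0.0251 (SD, n = 3) to 0.0975 ± 0.0034 (SD, n = 3). The groups did not overlap for either modification (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow).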

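L-ascorbic acid (LAA) is a reducing agent that can enhance the in vitro activity of FTO. On the probe that carries both modifications, FTO without ascorbic acid changed m6Am by -97.3% and m6A by -1.26%, from 5.01 ± 0.182 (SD, n = 3) with inactivated FTO to 4.95 ± 0.201 (SD, n = 3), a change within the spread of the samples (two-sided exact permutation test, p = 0.6). With ascorbic acid, m6Am changed by -99.5% and m6A by -53.5% (exact permutation p = 0.1 for both, which is the limit of the design).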

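In total RNA of HEK293T cells, the mean m6A level of the Source Data was 19.5 times the m6Am level. In size-selected RNA without small RNAs, m6A was 6.47% higher than in total RNA and m6Am changed by -19.9%, with n = 3 per group (two-sided exact permutation test, p = 0.1 for m6A and p = 0.2 for m6Am). The groups did not overlap for m6A, for which this is the smallest p the design allows. The m6A values of the size-selected RNA equal those the Source Data give for the input of the m7G-IP enrichment, while the m6Am values differ.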

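Decapping releases the cap-adjacent nucleotide for digestion, and the level measured without it is that of potential internal m6Am. The level was 4.4e-04 ± 1.1e-04 (SD, n = 3) without and 0.0427 ± 9.7e-04 (SD, n = 3) with decapping, a change of -99.0% (two-sided exact permutation test, p = 0.1).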

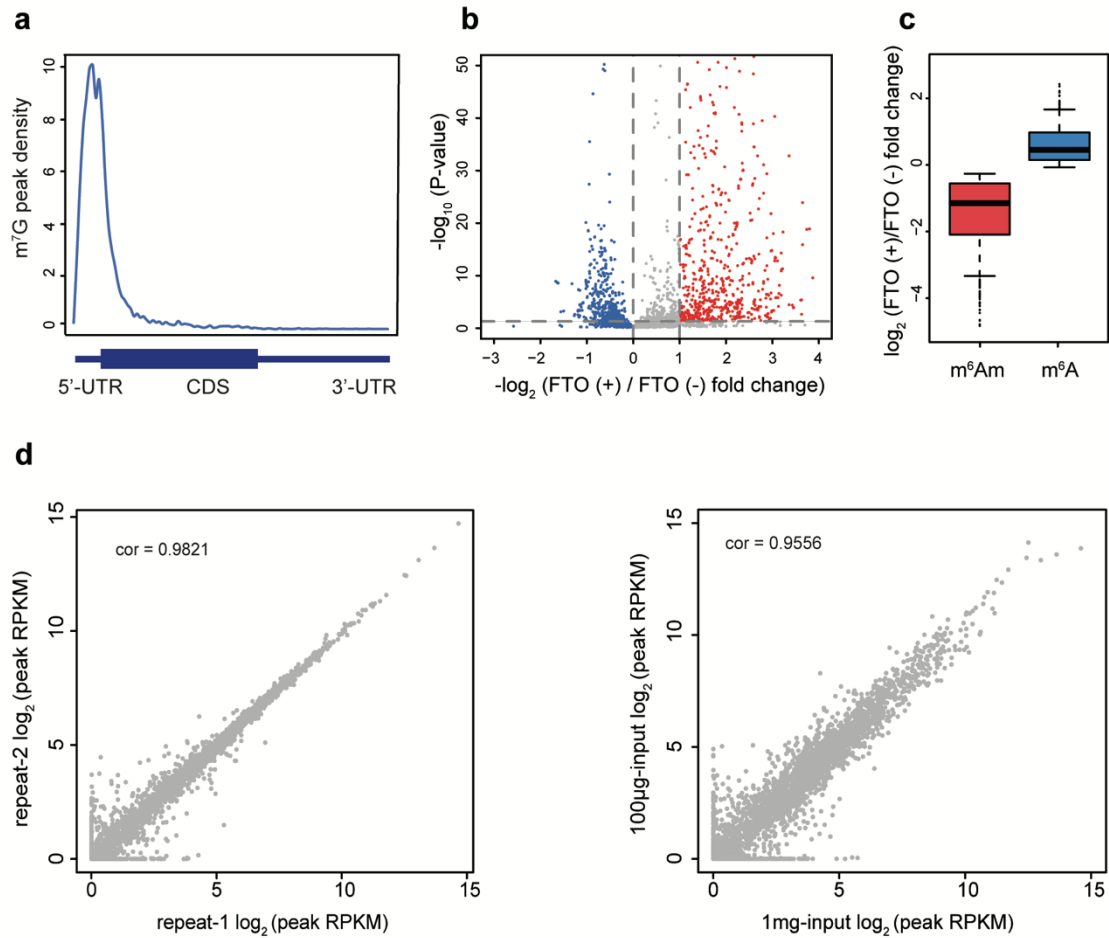

**Supplementary Figure 2.  $m^6\text{Am}$ -seq involves two IP steps for  $m^6\text{Am}$  and 5'-UTR  $m^6\text{A}$  detection.** (a) Metagene profiles of  $m^7G$  peak distribution across mRNA segments. Source data are provided as a Source Data file. (b) Volcano plots depicting the bimodal-like distribution of "demethylase-sensitive" peaks (red) and "demethylase-insensitive" peaks (blue). (c) Boxplot showing that the fold change of peak intensity of  $m^6\text{Am}$  (red,  $n=1,652$ ), but not that of  $m^6\text{A}$  (blue,  $n=1,307$ ), was significantly reduced upon FTO demethylation treatment. Boxes represent 25<sup>th</sup>–75<sup>th</sup> percentile (line at median) with whiskers at 1.5\*IQR. (d) Scatter plots showing RPKM values for the two biological replicates of  $m^6\text{Am}$ -seq (Pearson's  $r = 0.9821$ ) and for two experiments with different amount of input samples (Pearson's  $r = 0.9556$ ). Source data are provided as a Source Data file.

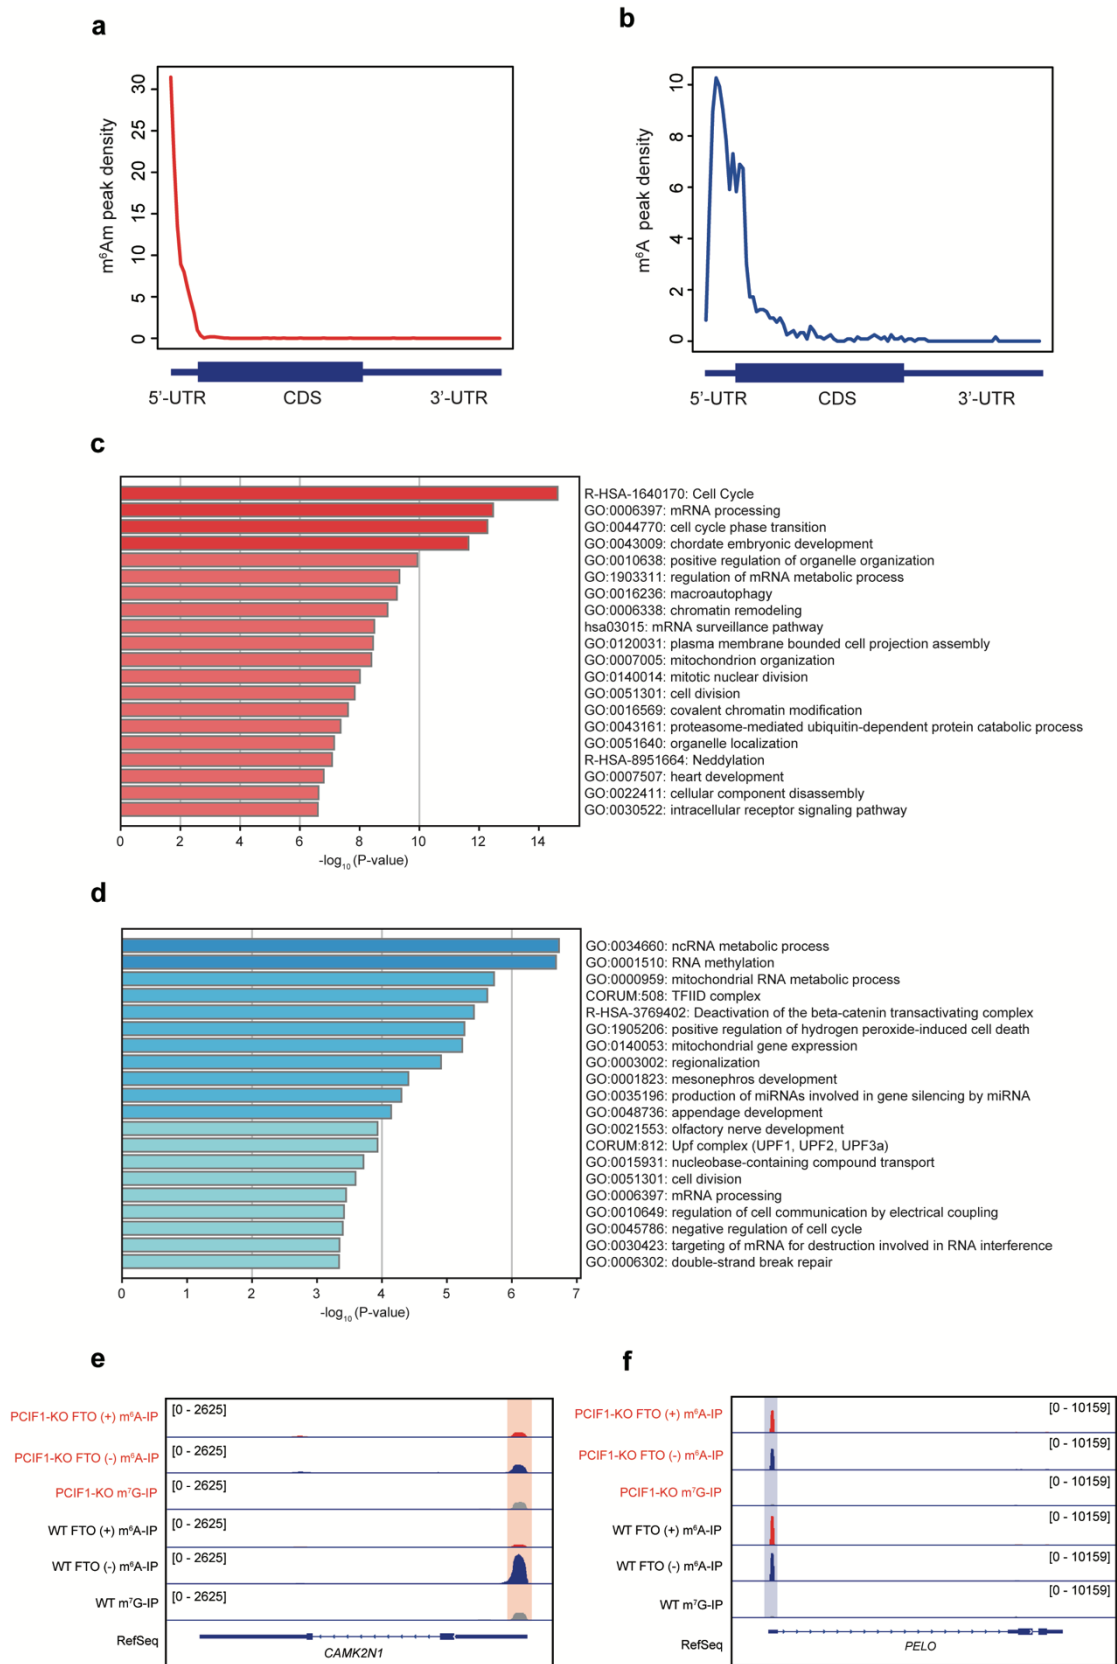

**Supplementary Figure 3. m<sup>6</sup>Am-seq reveals the distribution of m<sup>6</sup>Am and 5'-UTR m<sup>6</sup>A in the human transcriptome.** Distribution of m<sup>6</sup>Am peaks (a) and 5'-UTR m<sup>6</sup>A (b) peaks along mRNA segments. Source data are provided as a Source Data file. GO analysis based on DAVID database of the high-confidence m<sup>6</sup>Am (c) or 5'-UTR m<sup>6</sup>A (d) containing transcripts (*P*-value provided by DAVID). (e-f) Depletion of PCIF1 further confirms m<sup>6</sup>Am and 5'-UTR m<sup>6</sup>A identified by m<sup>6</sup>Am-seq. (e) An m<sup>6</sup>Am peak identified by m<sup>6</sup>Am-seq within 5'end of *CAMK2N1* was lost in the PCIF1 KO datasets, suggesting that this is a genuine m<sup>6</sup>Am modification. (f) 5'-UTR m<sup>6</sup>A in *PELO* identified by m<sup>6</sup>Am-seq was not affected in the PCIF1 KO datasets, supporting it as a 5'-UTR m<sup>6</sup>A peak. Pink and blue background colors denote m<sup>6</sup>Am and m<sup>6</sup>A signals, respectively.

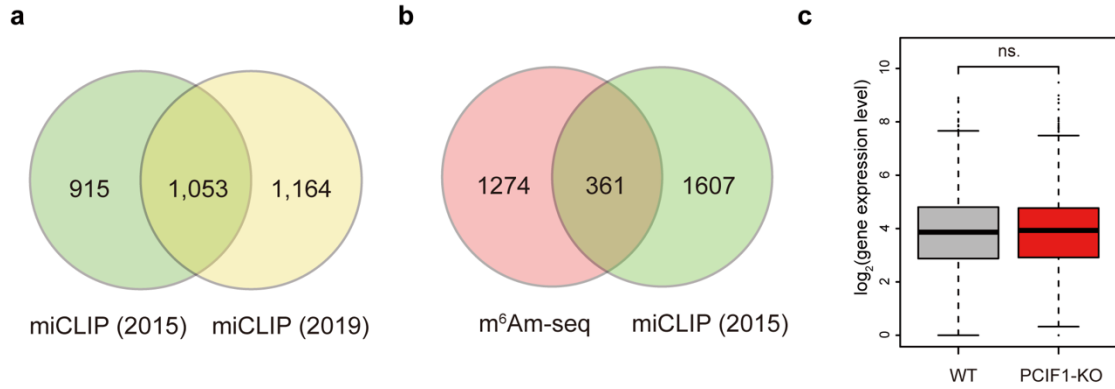

**Supplementary Figure 4. Detailed comparison between m<sup>6</sup>Am-seq and miCLIP. (a)** Venn diagram showing the poor overlap of the m<sup>6</sup>Am list reported in 2015 and that reported in 2019 by miCLIP. **(b)** Venn diagram showing the overlap of the m<sup>6</sup>Am list reported in 2015 by miCLIP and the m<sup>6</sup>Am list by m<sup>6</sup>Am-seq. **(c)** The mRNA expression level of m<sup>6</sup>Am marked transcripts didn't change upon PCIF1 KO (n=1,635). Statistical significance of the difference was determined by unpaired two-sided Mann-Whitney U-test. Boxes represent 25<sup>th</sup>–75<sup>th</sup> percentile (line at median) with whiskers at 1.5\*IQR. Source data are provided as a Source Data file.

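The Source Data for panel c give 1 FPKM value per gene for wild-type and 1 for PCIF1-KO cells, over 737 genes. The median was 13.6 FPKM in wild-type and 14.3 FPKM in PCIF1-KO cells. The mean rank of the pooled values differed by 4.37 (two-sided permutation test with 100000 resamples, p = 0.843). Paired by gene, the mean log2 ratio was 0.03 with a pseudocount of 0.1 (two-sided sign-flip permutation test, p = 0.0972), and 4.07% of genes differed by more than 2-fold. That share depended on low values. It was 1.76% with a pseudocount of 1, and 2.03% among the 691 genes with at least 1 FPKM in both. Genes are not replicates, and with single values per condition the comparison has no replicate check.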

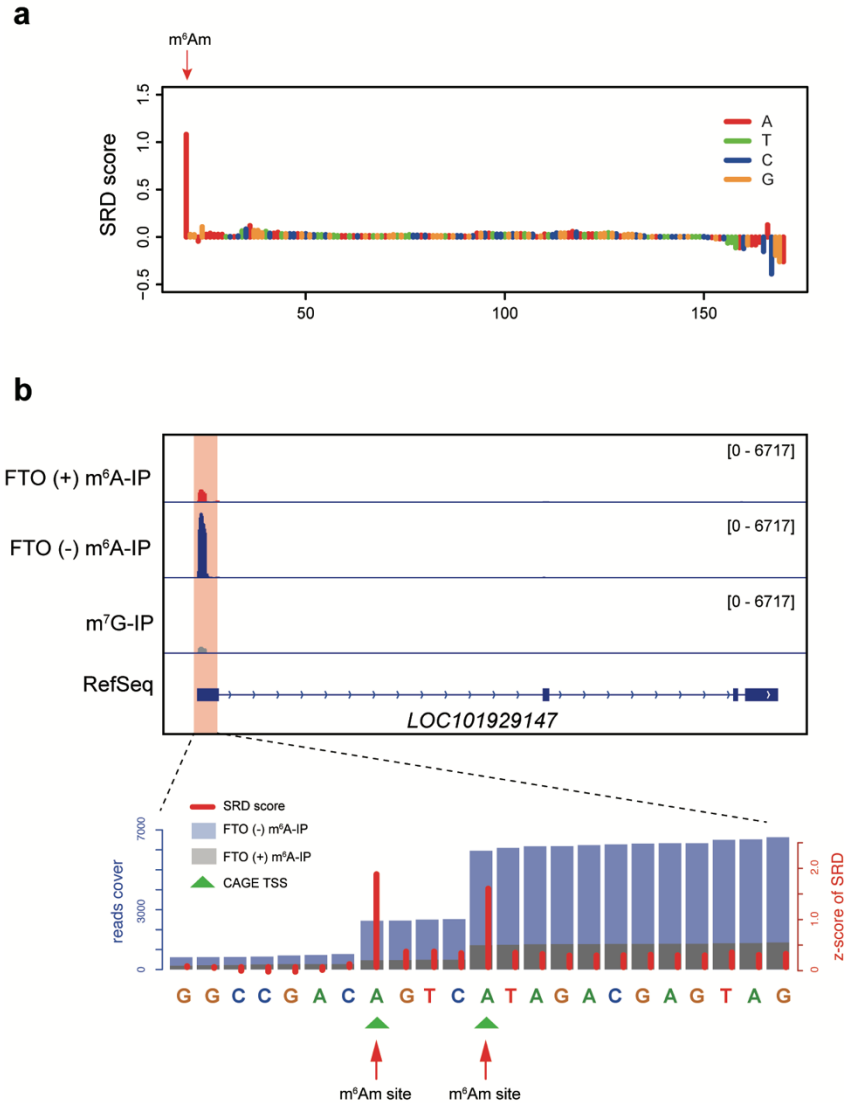

**Supplementary Figure 5. m<sup>6</sup>Am-seq identifies m<sup>6</sup>Am at single-base resolution. (a)**

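The SRD score of a base is the sum of its start rate in the FTO (−) sample, the reads that start there over the depth, and the share of depth lost in the FTO (+) sample. Across the 151 positions of the synthetic RNA in the Source Data, the highest score was 1.06, at position 1, and the next highest was 0.129, at position 147.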

The m<sup>6</sup>Am site in synthetic spike-in RNAs was actually identified. Source data are provided as a Source Data file. **(b)** A representative view of two single m<sup>6</sup>Am sites on the transcripts of lncRNA *LOC101929147*, which were both supported by CAGE data. Two adenosine residues with high SRD score (red bar) were defined as m<sup>6</sup>Am sites, which overlapped exactly with CAGE sites (green triangles). Each segment was normalized according to its average length in RefSeq annotation. Pink background color denotes m<sup>6</sup>Am signal.

**a**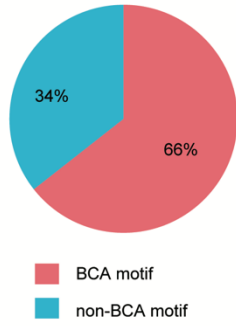**b**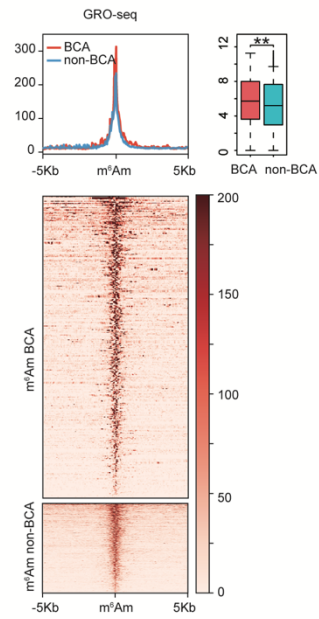**c**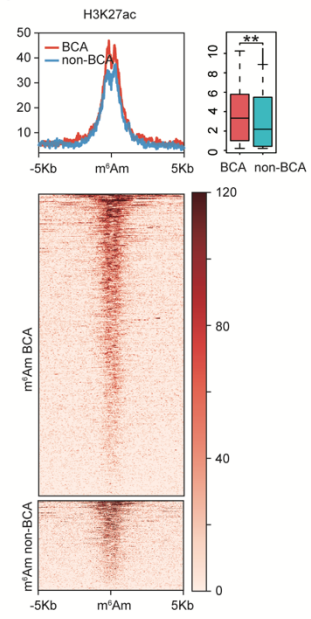**d**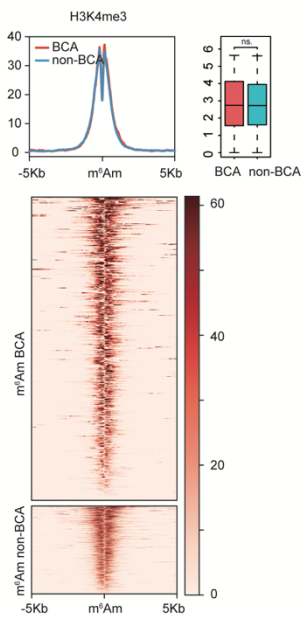**e**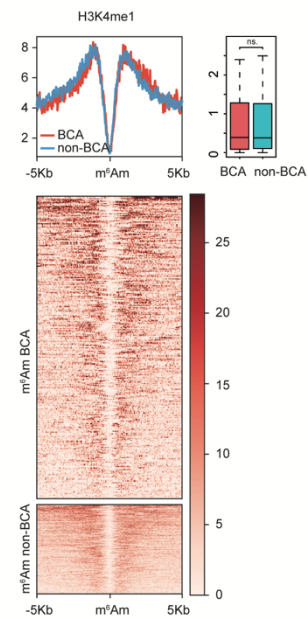**f**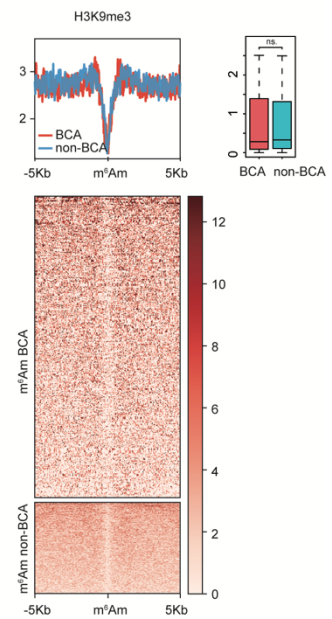

**Supplementary Figure 6. m<sup>6</sup>Am sites with BCA-motif show stronger GRO-seq and H3K27ac signal.** (a) The motif proportion of m<sup>6</sup>Am sites. (b-f) The metaplot and boxplot showing the signal enrichment of GRO-seq, **(b)**, H3K27ac ChIP-seq, **\*\*P** = 0.00237 **(b)**, H3K27ac ChIP-seq, **\*\*P** = 0.00382 **(c)**, H3K4me3 ChIP-seq **(d)**, H3K4me1 ChIP-seq **(e)** and H3K9me3 ChIP-seq **(f)** in -5Kb ~ +5Kb region around the m<sup>6</sup>Am sites with BCA motif (red, n=1,090) or without BCA motif (blue, n=562). Statistical significance of the difference was determined by unpaired two-sided Mann-Whitney U-test. Boxes represent 25<sup>th</sup>–75<sup>th</sup> percentile (line at median) with whiskers at 1.5\*IQR.

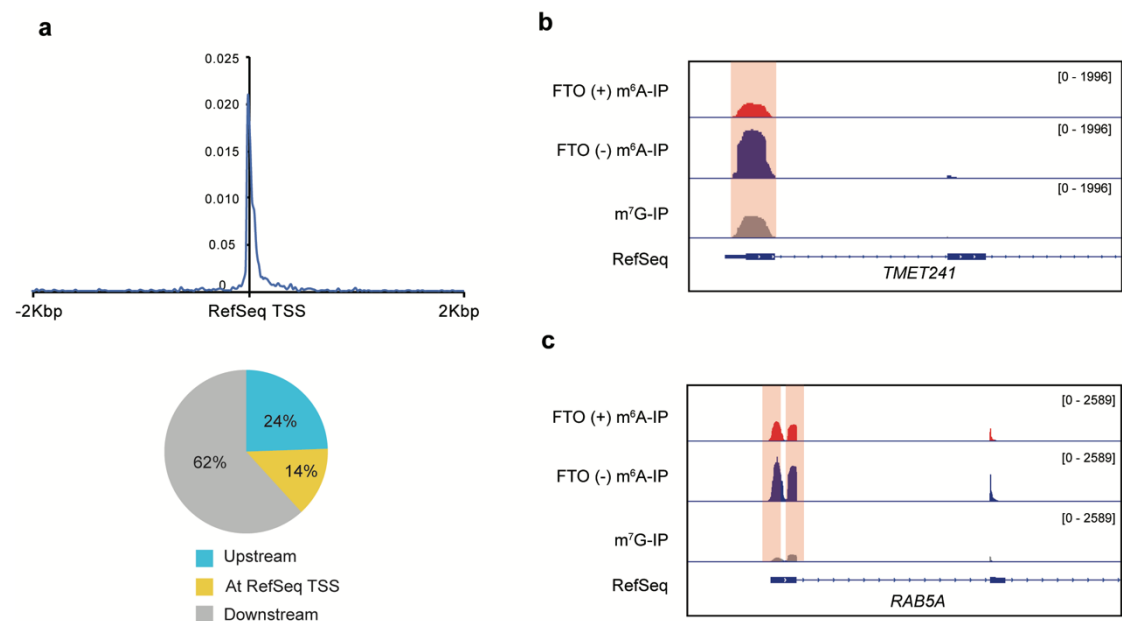

**Supplementary Figure 7.  $m^6A$ -seq reveals more accurate TSS information than annotated TSSs.** (a) A metaplot showing the identified  $m^6A$  sites with RefSeq-annotated TSSs. Source data are provided as a Source Data file. (b) Genome browser view showed that the  $m^6A$  peak of *TMET241* would have been located within 5'-UTR, if annotated TSS produced by RefSeq was used. (c) Representative view of the  $m^6A$  peaks on two isoforms of *RAB5A*. Pink background color denotes  $m^6A$  signal.

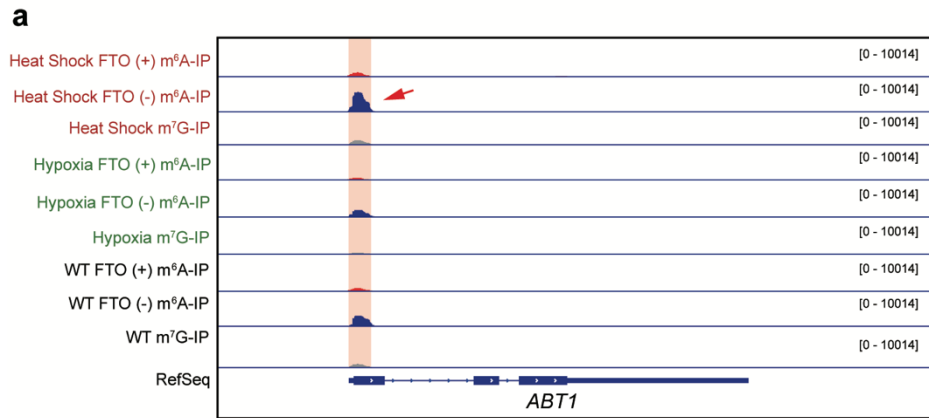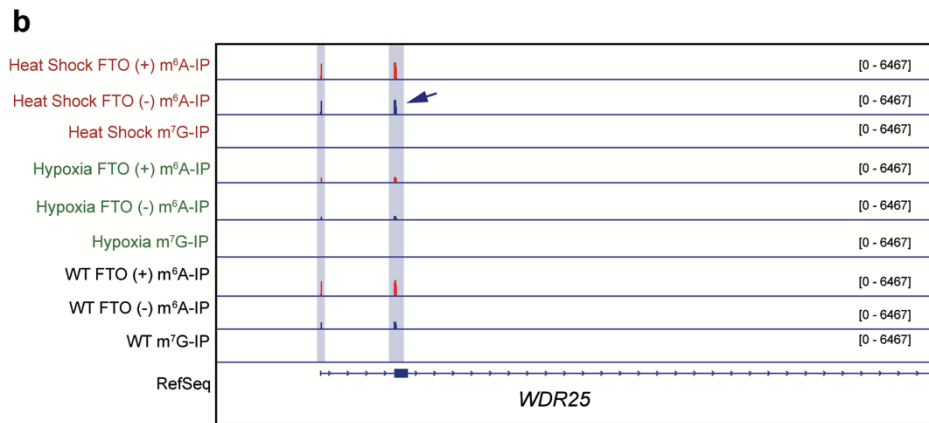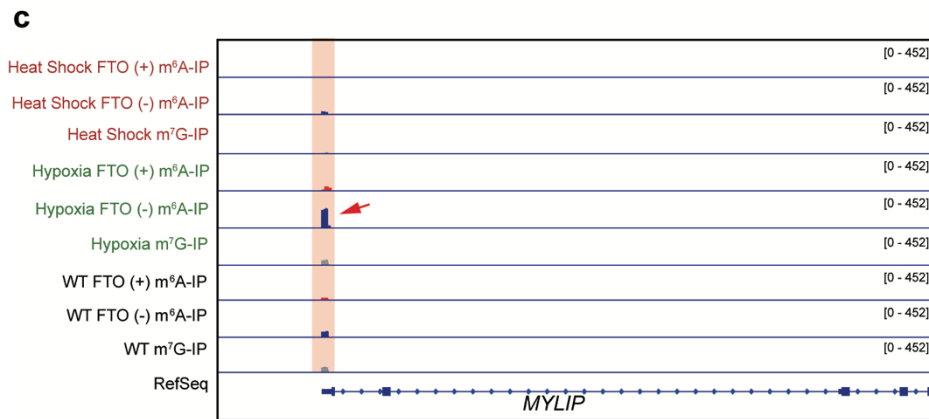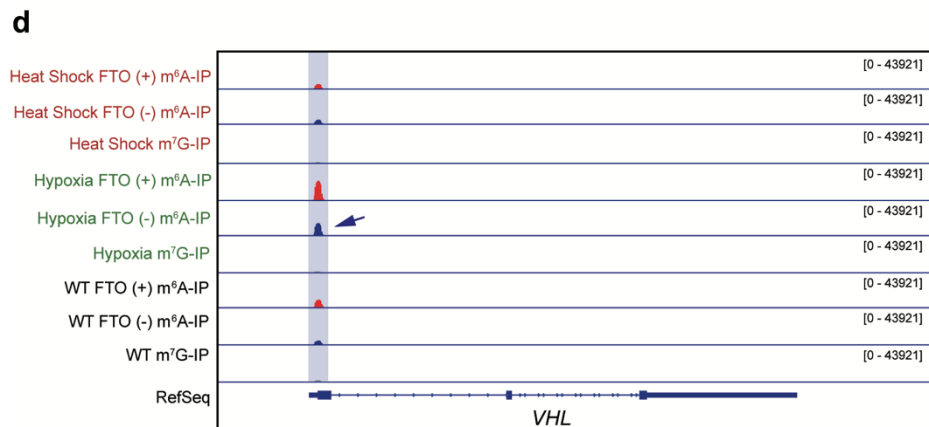

**Supplementary Figure 8. m<sup>6</sup>Am and 5'-UTR m<sup>6</sup>A is dynamically regulated by stress conditions.** Representative views of heat shock-inducible m<sup>6</sup>Am peaks (**a**) and 5'-UTR m<sup>6</sup>A peaks (**b**) in human mRNA. Representative views of hypoxia-inducible m<sup>6</sup>Am peaks (**c**) and 5'-UTR m<sup>6</sup>A peaks (**d**) in human mRNA. Red arrows denote stress-inducible m<sup>6</sup>Am peaks; blue arrows denote stress-inducible 5'-UTR m<sup>6</sup>A peaks. Pink and blue background colors denote m<sup>6</sup>Am and m<sup>6</sup>A signals, respectively.

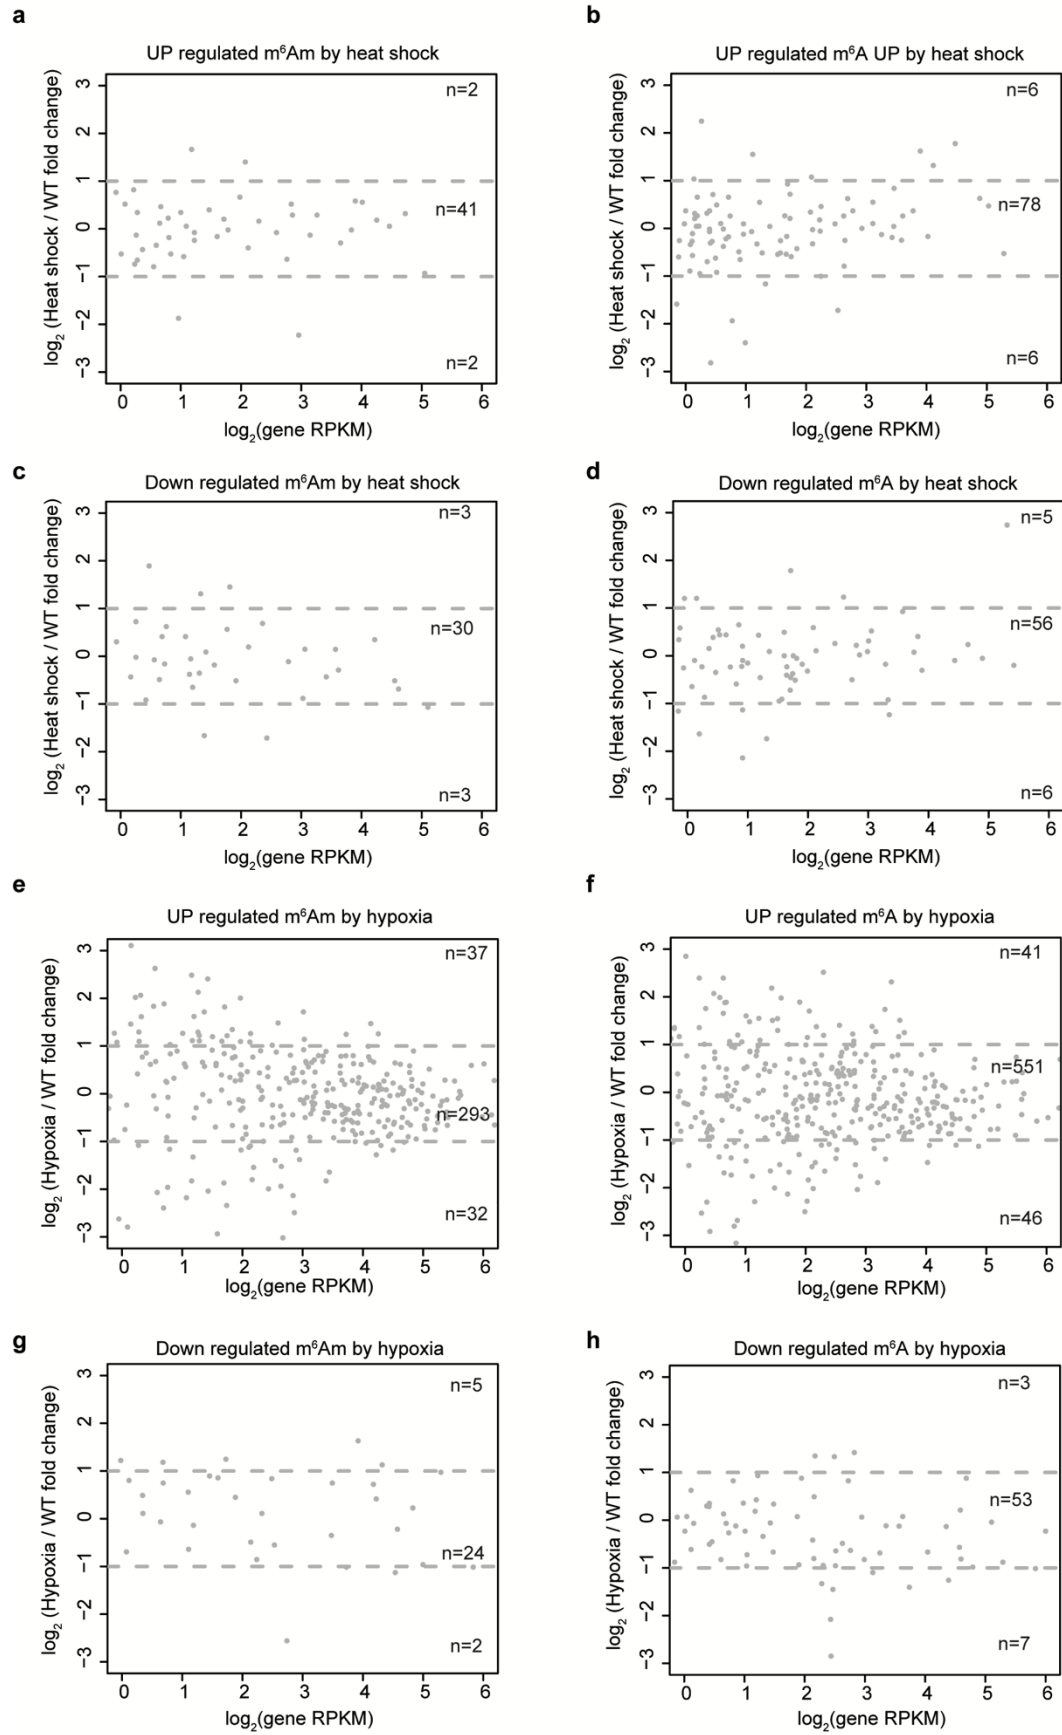

**Supplementary Figure 9. The mRNA levels of most of genes containing stress-regulated modifications are unaltered.** MA-plot showing fold change of mRNA expression after stress conditions for genes containing heat shock-induced m<sup>6</sup>Am (**a, c**), heat shock-induced 5'-UTR m<sup>6</sup>A (**b, d**), hypoxia-induced m<sup>6</sup>Am (**e, g**) and hypoxia-induced 5'-UTR m<sup>6</sup>A (**f, h**).

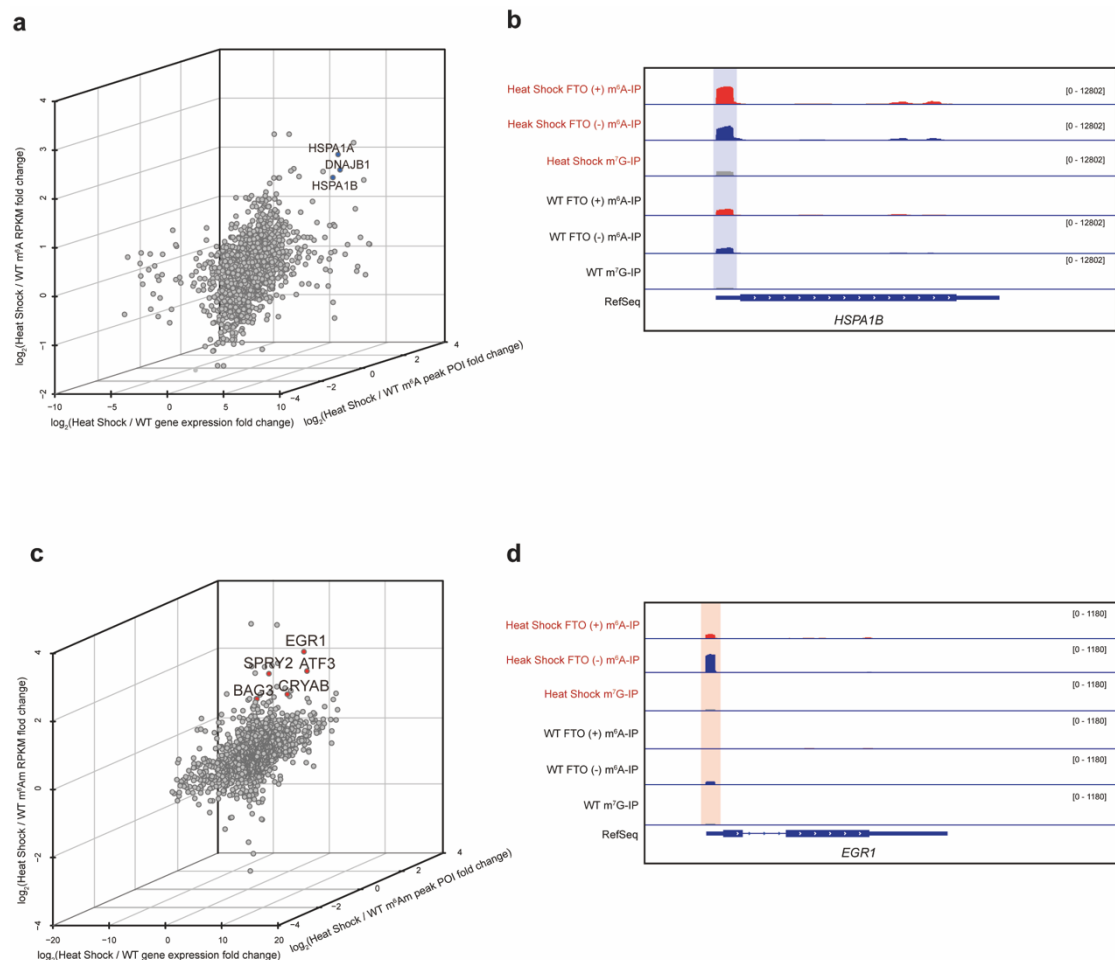

**Supplementary Figure 10. Altered 5'-UTR m<sup>6</sup>A and m<sup>6</sup>Am methylome in response to heat shock.** (a) A 3D plot depicting fold changes of gene expression, 5'-UTR m<sup>6</sup>A intensity, and 5'UTR m<sup>6</sup>A POI score after heat shock stress. Several typical genes were highlighted. (b) A representative view showing increased 5'-UTR m<sup>6</sup>A in *HSPA1B* after heat shock. (c) A 3D plot depicting fold changes of gene expression, m<sup>6</sup>Am intensity, and m<sup>6</sup>Am POI score after heat shock stress. Several typical genes were highlighted. (d) A representative view showing increased m<sup>6</sup>Am, but not m<sup>6</sup>A, in *EGR1* after heat shock. Pink and blue background colors denote m<sup>6</sup>Am and m<sup>6</sup>A signals, respectively.

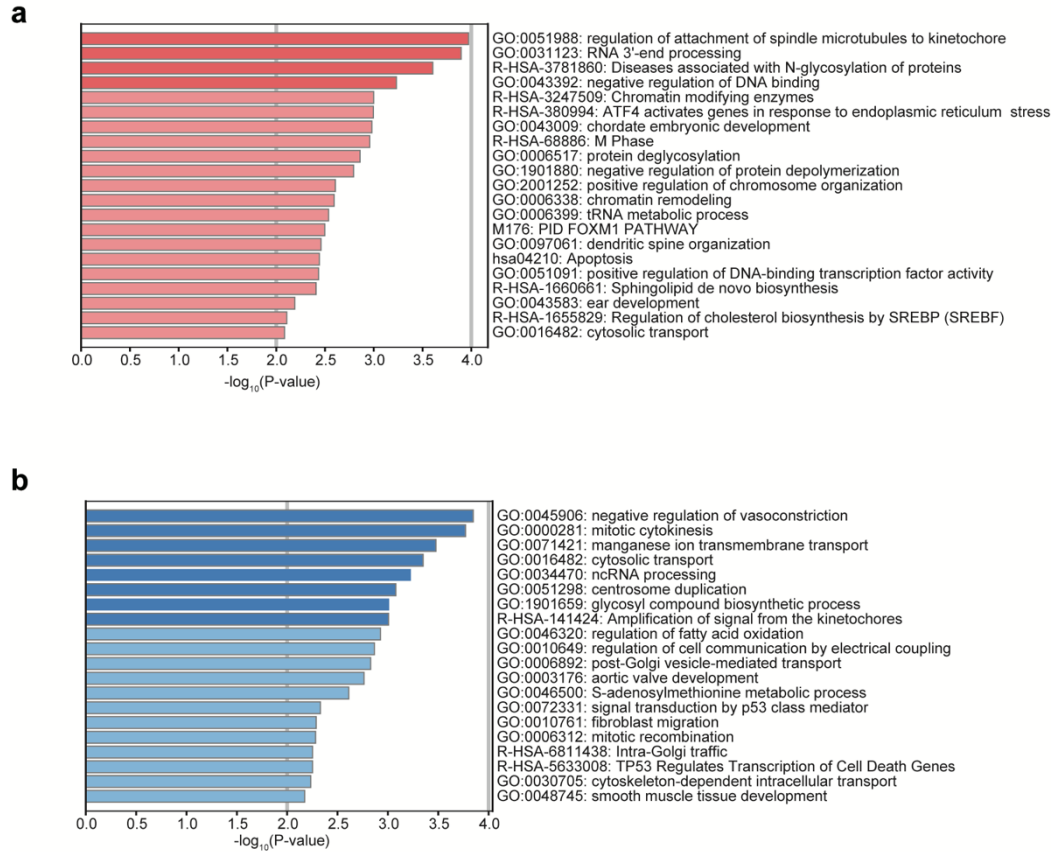

**Supplementary Figure 11. GO analysis of hypoxia-inducible m<sup>6</sup>Am or 5'-UTR m<sup>6</sup>A marked genes.** GO analysis was performed for the human transcripts containing hypoxia-inducible m<sup>6</sup>Am (**a**) or 5'-UTR m<sup>6</sup>A (**b**), using DAVID database (*P*-value provided by DAVID).

# Supplementary material for: m6Am-seq reveals the dynamic m6Am methylation in the human transcriptome
**Source:** Nat Commun. 2021 Aug 6;12:4778. doi: 10.1038/s41467-021-25105-5
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Next-generation sequencing data was collected and demultiplexed by Illumina HiSeq X-Ten.

Data analysis

Trim\_galore (version 0.6.6)  
 Cutadapt (version 1.18)  
 HISAT2 (version 2.1.0)  
 TopHat2 (version 2.0.13)  
 Cufflinks (version 2.2.1)  
 samtools (version 1.9)  
 homer (version 4.10)  
 MACS2 (version 2.1.1)  
 MEME (version 4.12.0)  
 DESeq2 (version 3.11)  
 exomePeak (version 2.13)  
 R environment (version 3.6)  
 DAVID (version 6.8)  
 DeepTools (version 3.5.0)  
 All custom code are available at [https://github.com/Kaili-bioinfo/m6Am\\_seq/](https://github.com/Kaili-bioinfo/m6Am_seq/)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequence data generated in this study have been deposited in the NCBI GEO, under accession code GSE180253 that is publicly accessible at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180253>. For H3K27ac, H3K4me3, H3K4me1 and H3K9me3 chip-seq public data was downloaded from ENCODE portal (<https://www.encodeproject.org/>) with the following identifiers: ENCSR000DTU, ENCSR000FCJ, ENCSR000FCH, ENCSR000FCG. GRO-seq data was downloaded from GEO database (GSE92375).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For experiments with analysis, a minimum of 2 biological replicates were performed to confirm reproducibility.                                                |
| Data exclusions | No data was excluded.                                                                                                                                         |
| Replication     | All experiments were carried out in at least 2 biological replicates. All attempts to replicate data were successful.                                         |
| Randomization   | Cells were randomly assigned to a given treatment or stress group. RNA was randomly assigned to a demethylase treatment or inactivated-demethylase treatment. |
| Blinding        | Blinding was not performed as experimental conditions and samples treatment were evident.                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-N6-methyladenosine (m6A) Antibody (Millipore; cat#ABE572; polyclonal; rabbit)<br>Anti-7-methylguanosine (m7G)-Cap mAb (MBL; cat#RN016M; monoclonal; Clone 150-15; mouse)                                                                                                                                                                                                                                                                                                  |
| Validation      | For m6A antibody, we have previously validated this antibody for IP in human cells (Liu et al, Molecular Cell, ref.21).<br>The m7G antibody has been validated by the manufacturer ( <a href="https://www.mblbio.com/bio/g/dtl/A/index.html?pcd=RN016M">https://www.mblbio.com/bio/g/dtl/A/index.html?pcd=RN016M</a> ) and a previous study ( <a href="https://academic.oup.com/nar/article/49/10/5520/6274539">https://academic.oup.com/nar/article/49/10/5520/6274539</a> ). |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                 |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK293T (ATCC)                                                                                                  |
| Authentication                                                       | HEK293T cells were authenticated by RNA-seq. PCIF1-depleted cells were validated by western blot and RNA-seq.   |
| Mycoplasma contamination                                             | The cells used here tested negatively for mycoplasma contamination. Mycoplasma contamination was tested by PCR. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                 |

# Supplementary material for: m6Am-seq reveals the dynamic m6Am methylation in the human transcriptome
**Source:** Nat Commun. 2021 Aug 6;12:4778. doi: 10.1038/s41467-021-25105-5
**Supplement:** Supplementary file 9 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1.

**Description:** m<sup>6</sup>Am-seq identified 1,652 high confidence m<sup>6</sup>Am peaks from 1,635 genes in the human transcriptome.

**Title:** Supplementary Data 2.

**Description:** m<sup>6</sup>Am-seq identified 1,307 5'-UTR m<sup>6</sup>A peaks from 1,297 genes in the human transcriptome.

**Title:** Supplementary Data 3.

**Description:** m<sup>6</sup>Am-seq identified 2,166 m<sup>6</sup>Am sites from 1,459 genes.

**Title:** Supplementary Data 4.

**Description:** Heat shock stress-inducible m<sup>6</sup>Am and 5'-UTR m<sup>6</sup>A peaks.

**Title:** Supplementary Data 5.

**Description:** Hypoxia stress-inducible m<sup>6</sup>Am and 5'-UTR m<sup>6</sup>A peaks.

**Title:** Supplementary Data 6.

**Description:** Primer sequences for designed spike-in model sequences.

How the deposited data were processed for this re-analysis (not part of the article)

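m6Am-seq enriches capped RNA fragments with an m7G antibody, treats part of them with the demethylase FTO and enriches both parts with an m6A antibody. The 34 libraries of HEK293T cells were mapped to 21 conditions by their labels and the methods: wild-type, PCIF1-KO, heat-shocked, hypoxic and untreated control cells, with FTO (+) and FTO (−) m6A-IP, m7G-IP and input libraries, and a CAGE library. The number per condition is 2 or 1. The label of one PCIF1-KO library describes another antibody than its title, and the title was followed.

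The authors trimmed the reads with Trim_galore and cutadapt, aligned them to hg19 with HISAT2 and called peaks with exomePeak and MACS2, kept where they overlapped an m7G-IP peak. The authors called differential peaks under stress with exomePeak and DESeq2. The 3 deposited lists hold the coordinates of outer spans and gene names for HEK293T, heat shock and hypoxia m6Am peaks. In both stress lists, the authors also deposited a ratio of stressed to untreated cells per peak, under a heading that names a log2 fold change. No value was negative, so it was used as a linear ratio. The paper's text does not name how replicates were combined for peak calling. Each list holds one set of peaks per condition, so no list can be compared between replicates. Read counts and depth per library are not in these lists, and the precision of single peaks is unknown.

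The paper's 5′-UTR m6A peaks, m6Am sites, stress-regulated peaks, PCIF1-dependent peaks, LC-MS/MS values and FPKM values were read from its Supplementary Data and Source Data. The list of m6Am sites was read in a shortened form of 1999 lines, and the Source Data were also shortened in part. Genes, transcripts and sequences came from Gencode release 44 and the GRCh37 genome. Some genes of the paper are not analysed here, and some results are not reported here.

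Overlap was counted from 1 bp of the outer spans. Shares have 95% Wilson intervals. Counts of peaks were compared with two-sided Fisher's exact tests or exact binomial tests, and p-values under 1e-300 were not resolved. Shares with an annotated TSS were tested against each span's chance at a random place within its gene, with 100000 sets of independent draws. Densities and ranks were tested with permutation tests of 100000 resamples. Groups of 3 LC-MS/MS samples were compared with exact permutation tests, which cannot go below 0.1. Benjamini-Hochberg adjustment was applied to the comparison of gene families and to presence in the HEK293T list over both stresses. The other p-values are not adjusted. FPKM values, as the paper gives them, were put on the log2 scale with a pseudocount of 0.1 for the paired comparison. The computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pyfaidx 0.9.0.4, samtools 1.23.1 and Matplotlib 3.10.9.

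The genes named are those the paper names for an m6Am or 5′-UTR m6A peak, and those upregulated in both stress lists or changed in opposite directions, at most the 10 first by position in a group. Genes of spans listed more than once were named after their values were seen.

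The overlap rules and tests were tested on simulated data. All 4 overlap rules found the overlaps placed among 1000 spans. The TSS test gave p under 0.05 in 2 of 40 runs with random spans and in 40 of 40 runs with 60 of 300 spans moved to a TSS. The density test did so in 0 of 40 runs with equal densities and in 40 of 40 with a shift of 1 per kb.

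The alternatives tried were other overlap rules, spans of at most 1000 bp, merged spans, the paper's lists in place of the deposited ones, protein-coding transcripts alone, other backgrounds, another pseudocount, a minimum of 1 FPKM, leaving out single LC-MS/MS samples and, chosen after the data were seen, a stricter ratio of at least 3 or at most 1/3, over all lines and over distinct spans, and a restriction of the spans downregulated in both stresses. GO terms, miCLIP, CAGE signal and read coverage were not analysed here.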

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

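The comparison with 5′-UTR m6A peaks as a test of a shift common to both marks, and the stricter limit on the ratio, were chosen only after the result they bear on was seen.

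The upregulated share of regulated m6Am peaks was 92.1% under hypoxia and 52.7% under heat shock. The difference of 39.3 percentage points was tested directly (two-sided Fisher's exact test over peaks, p = 9.3e-15), and it is listed here because the 2 stresses differed under the same comparison with untreated cells. The spans repeated in one direction are all downregulated under hypoxia, so counting them once can only widen the difference, which was 39.4 percentage points after merging. This is no test of an explanation. A technical explanation is a shift common to both marks, such as depth, normalization or immunoprecipitation efficiency of the hypoxia libraries. Among 5′-UTR m6A peaks the same difference was 33.9 percentage points, which is in line with a shift that is not particular to m6Am. A general rise of both marks under hypoxia predicts the same value, so this test cannot part a technical from a biological cause. The difference therefore cannot be told apart from a technical shift of the hypoxia libraries. Depth per library was not analysed here.

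Most upregulated ratios lie just above the authors' 2-fold limit, with medians of 2.31 under hypoxia and 2.21 under heat shock in the authors' deposited table. A shift of all ratios could therefore move many peaks past the limit in one direction. With ratios of at least 3 or at most 1/3, the upregulated share under hypoxia was 68.3%, and the difference from heat shock was 34.9 percentage points (Fisher's exact test, p = 0.0629, 9 heat shock peaks left). The downregulated hypoxia lines left include repeated spans. With each span counted once, the difference was 39.5 percentage points (Fisher's exact test, p = 0.0492). Few peaks were left under this limit, so it does not settle whether the difference holds among the larger changes.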

How the results depend on the processing

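The stricter limit on the ratio, with and without repeated spans, was chosen only after the results were seen, and so were the use of protein-coding transcripts for the m6Am sites and the restriction of spans downregulated in both stresses to those listed in one direction and past the 2-fold limit. The other alternatives were set before the data were examined.

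Of 65 alternatives apart from those that leave out one LC-MS/MS sample, most kept the result. Where a test was made, this means its direction and its side of the threshold. For counts and shares without a test, which have no threshold, only the size of the value was judged. The difference between m6Am and 5′-UTR m6A peaks in overlap with PCIF1-dependent peaks ranged from 22.8 to 66.5 percentage points under its 4 alternatives, and the difference from shifted spans in including a TSS from 76.6 to 81.0 under its 2.

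The overlap of m6Am with 5′-UTR m6A peaks was 0.303% when at least 50% of both spans had to be shared, 0 with identical ends and 0.512% among spans of at most 1000 bp. Sites within 100 bp of an end of an m6Am peak were 72.2%, and sites in spans of at most 1000 bp were 41.9%. The latter share still counts all sites, so those in longer peaks fall outside by construction. For regulated m6Am peaks that overlap a 5′-UTR m6A peak, a shared 50% gave 8.11% under heat shock and 6.15% under hypoxia, and spans of at most 1000 bp gave 5.41% under hypoxia. For the other values the cause was not tested.

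With ratios of at least 3 or at most 1/3, the heat shock share reversed to 33.3% upregulated (3 up, 6 down), hypoxia had 43 up and 20 down, and the difference between the stresses, 34.9 percentage points, was no longer past 0.05 (Fisher's exact test, p = 0.0629). With each span also counted once, heat shock again had 3 up and 6 down (33.3%), hypoxia had 43 up and 16 down, and the difference of 39.5 percentage points was past 0.05 (Fisher's exact test, p = 0.0492). The loss therefore depended on lines that repeat a span. With at least 50% of both spans shared, upregulated spans common to both stresses were fewer than expected (-0.42 from expectation), against 1.54 more in the main setting, and neither could be told from expectation. The difference between up- and downregulated peaks in presence in the HEK293T list passed 0.05 with at least 50% shared, at 27.5 percentage points under heat shock and 21.5 under hypoxia, and under hypoxia also among spans of at most 1000 bp, at 35.9. The cause was not tested.

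Across the fits that each left out one sample, the change of m6A on the dually modified probe without ascorbic acid ran from -3.38% to 0.802%. It reversed to 0.608% and 0.802% when one particular sample was left out of either group. No fit with 3 samples or fewer per group can pass 0.05.

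A pseudocount of 1 cannot move the rank comparison of expression, so it shows nothing about its stability. The alternative with only the peaks of upper score was not run, because the lists hold no score. No paired analysis was possible because the peak lists carry no replicates, although the labels give the groups shared replicate numbers. Depth is unknown, so it limits every statement about a single peak.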

Differences from the paper's values

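The restriction to protein-coding transcripts was applied to the m6Am sites only after their share at a TSS was seen.

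The share of m6Am sites at an annotated TSS was 40.8% with Gencode release 44, against the paper's 14% with RefSeq. With the TSSs of protein-coding transcripts alone, an alternative set for the peaks before the data were examined, it was 33.9%. No alternative closed the gap.

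The comparison of expression between wild-type and PCIF1-KO cells held 737 genes in the Source Data as read, against the paper's 1635. With at least 1 FPKM in both, it held 691 genes. The Source Data were read in a form that was shortened in part. No alternative set before the data were examined closed the gap. The p-value was 0.843 against the paper's 0.8439.

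The paper states that most m6Am sites lie downstream of annotated TSSs, while 31.1% lay downstream of the nearest Gencode TSS and 28.1% upstream. The paper describes a pair of m6Am peaks for RAB5A and a single annotated TSS, while the deposited list holds 1 span and Gencode 8 TSSs. The paper names EGR1 and GLUT1 among stress-regulated m6Am genes, while neither has a ratio in the deposited lists. Supplementary Data 4 and 5 list both.

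Several counts are close to the paper's without being equal. The deposited lists hold 39 upregulated and 35 downregulated heat shock peaks against the paper's 45 and 36, and 359 upregulated hypoxia peaks against the paper's 362. Supplementary Data 4 and 5 in place of the deposited lists give the paper's 45 and 362 upregulated peaks. Their downregulated peaks number 35 under heat shock and 27 under hypoxia, against the paper's 36 and 31. The deposited hypoxia list holds 31 downregulated lines. Supplementary Data 5 holds 636 upregulated and 61 downregulated 5′-UTR m6A peaks, each slightly fewer than the paper states. Gene names number 1611 for m6Am and 1263 for 5′-UTR m6A, against the paper's 1635 and 1297. PCIF1-dependent peaks that overlap an m6Am peak number 1191 against the paper's 1200, which equals the number of m6Am peaks that overlap a PCIF1-dependent peak.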

Other observations

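The test of downregulated peaks common to both stresses was chosen only after that overlap was seen. For the GGACH density, the exonic parts, the listed BCA sites and the opposite directions, the tests were chosen earlier. Their results were first read as answers, for the explanation in the case of the opposite directions and against it in the others, and were taken as undecided only after their values were seen.

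A group of 452 m6Am peaks overlapped no PCIF1-dependent peak. If these were 5′-UTR m6A peaks taken for m6Am, they would hold more GGACH per kb of exon. They held 0.356 per kb more than the other m6Am peaks (permutation test, p = 0.0629), which leaves the question open. With all peaks of a group pooled, the densities lay closer, at 3.47 and 3.28 per kb. If their start-site evidence were weaker, fewer would hold a listed site. The share was 81.9% against 86.4%, a difference of -4.56 percentage points (Fisher's exact test, p = 0.0242), and most hold a site. The list of sites was shortened, and a peak whose site is missing counts as having none. So small a difference therefore cannot decide whether their evidence is weaker. If wide spans made the overlap with PCIF1-dependent peaks, it would drop steeply among spans of at most 1000 bp. It was 63.6% there against 72.6% overall. For this, the PCIF1-dependent list was also cut, to its 668 spans of at most 1000 bp out of 1357, which by itself removes overlaps. The drop therefore does not measure the part that wide spans made. The 63.6% was reached without wide spans in either list. Exonic length does not bear on this, since it leaves out the introns that make spans wide. No biological explanation was tested.

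The 39 m6Am peaks that overlap a 5′-UTR m6A peak could result from outer spans that include introns. Compared over exonic parts of the named gene, 2.32% overlapped, against 2.38% over outer spans of the same peaks, which gives no sign that introns alone made the overlap. Exons within an outer span need not belong to the peak, however. With both lists cut to spans of at most 1000 bp, only 0.512% overlapped, so wide spans may account for most of it. Cutting the m6A list also removes overlaps by itself, so this does not settle it.

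Upregulated m6Am spans common to heat shock and hypoxia numbered 9, with 7.46 expected among 1814 merged spans (Fisher's exact test, p = 0.536), which cannot be told from chance. With the HEK293T list as background, 7 were common and 3.40 expected (Fisher's exact test, p = 0.0697). Those that overlap directly include spans in HIST2H2BE, CLASP1, ROBO1, C6orf106, KIF1BP, TSHZ1 and KHSRP. These counts use the deposited lists. Supplementary Data 4 holds 6 more upregulated heat shock spans, among them the ATF3 span, which is also upregulated under hypoxia. The test was not repeated with them, so it does not decide the question for the fuller list. Spans downregulated in both numbered 7, with 0.491 expected (Fisher's exact test, p = 2.3e-07), a pattern the paper does not report. They lie in TROVE2, UQCC3 with LBHD1, R3HDM2 with INHBC, TMEM107, MFSD11, DDT and SLC25A5. In the authors' deposited table, TMEM107 (ratios of 0.649 under heat shock and 0.902 under hypoxia) and DDT (0.574 under hypoxia) fall short of a 2-fold change, and TMEM107 and MFSD11 are also listed as upregulated under one stress. Without lines of these kinds, 4 spans were common and 0.370 expected (Fisher's exact test, p = 3.9e-04), a choice made after the spans were seen. Both comparisons use the same untreated libraries, and a span that is high there by chance would fall in both. Opposite directions numbered 5, with 7.04 expected. Up under heat shock and down under hypoxia were 2 spans, with 0.566 expected (Fisher's exact test, p = 0.108), and the reverse 3 spans, with 6.48 expected (Fisher's exact test, p = 0.181), so neither kind could be told from expectation. They are in SZRD1, STC2, TMEM263 and the spans of TMEM107 and MFSD11 that are each listed in both directions under one stress. If the untreated libraries made the common downregulated spans, these would be less often in the HEK293T list, which comes from other libraries. Of the 7 spans, 3 were in it, against 23 of 46 downregulated in one stress (Fisher's exact test, p = 1). The number is too small to decide, and the pattern cannot be told apart from an effect of the common untreated libraries.

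Of the m6Am peaks downregulated by heat shock, 48.6% were in the HEK293T list, against 71.8% of the upregulated ones (adjusted p = 0.114, Fisher's exact test with Benjamini-Hochberg adjustment over both stresses). Under hypoxia the shares were 45.2% and 57.4% (adjusted p = 0.193). Across the alternatives, the adjusted p ran from 0.0238 to 0.512. No cause was tested.

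Non-BCA sites could be bases near a BCA start. Of 648 non-BCA positions in m6Am peaks, 7.10% lay within 5 bases of a listed BCA site, and 33.6% shared a peak with one. A call placed off a BCA start may leave that start unlisted, and the list of sites was shortened, so these shares do not rule the explanation out.

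Genes named ZNF made up 2.05% of gene names with an m6Am peak (33 of 1611) and 5.23% of those with a 5′-UTR m6A peak (66 of 1263), a difference of -3.18 percentage points (Fisher's exact test with Benjamini-Hochberg adjustment over 3 families, adjusted p = 1.3e-05). Histone genes (5 against 0, adjusted p = 0.107) and ribosomal protein genes (3 against 2, adjusted p = 1) are too few here for a difference to be detected. Expression and gene length were not set against these shares.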
